# Assessment of a Highly Multiplexed RNA Sequencing Platform and Comparison to Existing High-Throughput Gene Expression Profiling Techniques

**DOI:** 10.3389/fgene.2019.00150

**Published:** 2019-03-05

**Authors:** Eric Reed, Elizabeth Moses, Xiaohui Xiao, Gang Liu, Joshua Campbell, Catalina Perdomo, Stefano Monti

**Keywords:** RNA sequencing, gene expression, microarray, multiplexing, platform comparison

## Abstract

The need to reduce per sample cost of RNA-seq profiling for scalable data generation has led to the emergence of highly multiplexed RNA-seq. These technologies utilize barcoding of cDNA sequences in order to combine multiple samples into a single sequencing lane to be separated during data processing. In this study, we report the performance of one such technique denoted as sparse full length sequencing (SFL), a ribosomal RNA depletion-based RNA sequencing approach that allows for the simultaneous sequencing of 96 samples and higher. We offer comparisons to well established single-sample techniques, including: full coverage Poly-A capture RNA-seq, microarrays, as well as another low-cost highly multiplexed technique known as 3′ digital gene expression (3′DGE). Data was generated for a set of exposure experiments on immortalized human lung epithelial (AALE) cells in a two-by-two study design, in which samples received both genetic and chemical perturbations of known oncogenes/tumor suppressors and lung carcinogens. SFL demonstrated improved performance over 3′DGE in terms of coverage, power to detect differential gene expression, and biological recapitulation of patterns of differential gene expression from *in vivo* lung cancer mutation signatures.

## Introduction

Since its inception in 2008, RNA sequencing has become the gold-standard for whole-transcriptome high-throughput data generation (Mortazavi et al., 2008). In addition to RNA transcript expression quantification, RNA-seq allows for more advanced analyses including *de novo* transcriptome assembly (Robertson et al., 2010) and characterization of alternative splicing variants (Bryant et al., 2012). Furthermore, RNA-seq is species agnostic, such that the same library preparation technique may be utilized for humans, mouse, rat, kidney bean, etc. These represent clear advantages over hybridization-based microarray platforms in which individual microarray platforms are designed to quantify specific transcripts for a specific species (Wang et al., 2009). However, one persistent drawback of RNA-seq has been its relatively high cost. The use of classic RNA-seq techniques for experimental designs that require profiling of many samples – especially when the marginal information value of each sample is relatively low, such as in medium- and high-throughput screening applications – can thus present a disqualifying cost burden.

Large-scale projects based on transcriptional profiling of chemical exposure experiments include the Toxicogenomics Project-Genomics Assisted Toxicity Evaluation System (Open TG-GATEs) (Igarashi et al., 2015), the DrugMatrix database (Ganter et al., 2006), and the Connectivity Map (CMap) (Subramanian et al., 2017), among others. Both the TG-GATEs and the DrugMatrix projects used microarrays for expression profiling, which was at the time significantly less costly than full coverage RNA-sequencing, yet still requiring multi-million budgets. Alternatively, the CMap project utilizes the Luminex-1000 (L1000) profiling platform, a bead-based analog expression assay which quantifies 1,058 human transcripts, which are used to impute the expression of 11,350 additional transcripts (Subramanian et al., 2017). This technique is among the least expensive expression assays available, but it is restricted to human screens and it directly profiles only a limited panel of genes. Given the flexibility of RNA-sequencing platforms, highly multiplexed techniques represent a viable alternative for generating transcriptional data from exposure screens, as well as from other experiments that require a large sample size. Therefore, evaluation of the technical validity of specific techniques serves to inform research strategies for a variety of biological inquiries.

The need to reduce the per sample cost of RNA-seq has led to the adoption of barcoding technologies, where cDNA sequences from individual samples are tagged and their libraries are combined and multiplex sequenced in a single lane (Wang et al., 2011). More recently, these techniques have been optimized to allow multiplex sequencing of 96 samples per lane or higher (Hou et al., 2015; Shishkin et al., 2015). Here, we report the results of our effort at optimizing and evaluating one such technique denoted as sparse full length (SFL) sequencing (Shishkin et al., 2015), a ribosomal RNA depletion-based RNA sequencing approach that allows for the simultaneous sequencing of 96 samples and higher. We offer comparisons to well established single-sample techniques, including: full coverage Poly-A capture RNA-seq and microarray, as well as another low-cost highly multiplexed technique known as 3′ digital gene expression (3′DGE) (Asmann et al., 2009). Assessments include comparisons of coverage between the three RNA-sequencing techniques, as well as signal-to-noise and biological recapitulation of gene-level differential signals between treatment groups for the same samples profiled across SFL, microarray, and 3′DGE. For this evaluation study, we generated a set of exposure experiments on immortalized human lung epithelial (AALE) cells (Lundberg et al., 2002) in a two-by-two study design, in which samples received both genetic and chemical perturbations of known oncogenes/tumor suppressors and lung carcinogens (Figure 1). The goal of this report is not only to assess the performance of our optimized highly multiplexed technique, but to inform future research in terms of the strengths and pitfalls of available cost-effective high throughput transcriptomic profiling techniques.

**FIGURE 1:**
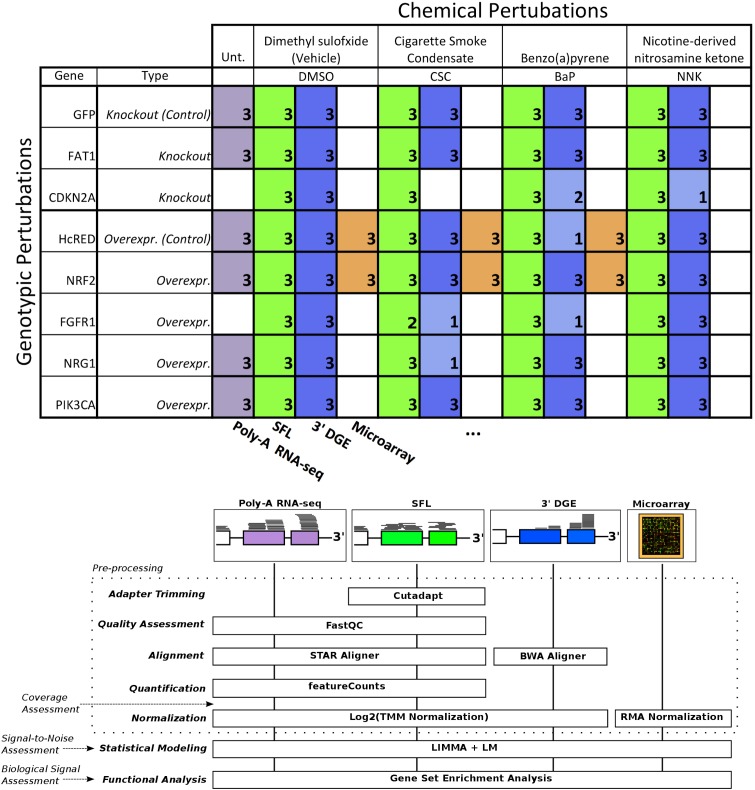
Design of cross-platform experiments and high-throughput data processing. Schematic of the number of each pair of genotypic and chemical perturbations, as well as a summary of preprocessing methods used to quantify gene-level expression for each platform. Note that “Unt.” is an abbreviation of “untreated,” denoting that the RNA-seq samples used in this experiment did not receive chemical perturbations. Numbers in each box represent biological replicates of each condition. The color scheme for each platform is consistent throughout this report.

## Materials and Methods

### Samples

Exposure experiments were performed on immortalized human bronchial epithelial cells (AALE). Cells were exposed to both chemical and genotypic perturbations with three replicates per perturbation combination. Cells were thawed from liquid nitrogen and grown up in SAGM small airway epithelial cell growth media (Lonza, Portsmouth NH). Cells were subcultured using Clonetics ReagentPack subculture reagents (Lonza, Portsmouth NH). In preparation for exposure, cells were plated into 24-well plates and allowed to reach confluency for 24 h. Cell culture media was then replaced, and compounds added at a concentration of 24 μg/ml CSC, 173 μM BaP, 490 μM NNK or DMSO. NNK and BaP compounds were obtained from Sigma-Aldrich (St. Louis, MO, United States) and CSC obtained from Murty Pharmaceuticals (Lexington, KY, United States). Genotypic perturbations included CRISPR knockouts of *FAT1*, and *CDKN2A*, as well as overexpression of *NRF2* (*NFE2L2*), *FGFR1*, *NRG1*, and *PIK3CA*. Cells transfected with a pSpCas9-EGFP (*GFP*) plasmid (PX458) in the absence of sgRNAs were used as controls for the CRISPR perturbations while overexpression of an empty vector containing the reporter HcRed served as control for the overexpression experiments. The same samples were profiled across SFL, microarray, and 3′DGE for a subset of combinations of exposures, though all samples were profiled by SFL. In addition, full coverage poly-A RNA-seq was performed on a separate set of samples for a subset of genotypic exposures, including CRISPR knockouts of *FAT1*, as well as overexpression of *NRF2*, *NRG1*, and *PIK3CA*. These samples did not receive any chemical exposures (Figure 1). Note that in a few cases there was not enough material to perform 3′DGE, as indicated by the sample numbers of certain perturbation combinations.

### Library Preparation

Library preparation for SFL sequencing was carried out based on the published protocol (Shishkin et al., 2015). An edited version of this protocol is available in the Supplementary Material. RNA was isolated using a standard Qiazol and Qiacube protocol from Qiagen (Valencia, CA, United States). RNA purity was assessed using a NanoDrop spectrophotometer and no samples were excluded from downstream analysis. The dual-barcoded SFL libraries were pooled from 96 individual samples and then sequenced on the Illumina^®^ NextSeq 550 to generate more than 400 million single-end 75-bp reads. Poly-A RNA Sequencing libraries were prepared from total RNA samples using Illumina^®^ TruSeq^®^ RNA Sample Preparation Kit v2 and then sequenced on the Illumina^®^ HiSeq 2500 to generate more than 5 million single-end 50-bp reads per sample. Microarray procedures were performed as described in GeneChip^TM^ WT PLUS Reagent Kit manual and GeneChip^TM^ WT Terminal Labeling and Controls Kit protocol (Thermo Fisher Scientific). The labeled fragmented DNA was generated from 100 ng of total RNA and was hybridized to the GeneChip^TM^ Human Gene 2.0 ST Array. Microarrays were scanned using Affymetrix GeneArray Scanner 3000 7G Plus. 3’DGE library preparation was performed by Broad Institute, Cambridge, MA, United States, similar to (Soumillon et al., 2014). Final libraries were purified using AMPure XP beads (Beckman Coulter) according to the manufacturer’s recommended protocol and sequenced on an Illumina NextSeq 500 using paired-end reads of 17 bp (read1) + 46 bp (read2). Read1 contains the 6-base well barcode along with the 10-base UMI. Across all platforms, the number of samples that were successfully profiled per perturbation combination is shown in Figure 1.

### Data Pre-processing

Affymetrix GeneChip Human Gene 2.0 ST Microarray CEL files were annotated to unique Entrez gene IDs, using a custom CDF file from BrainArray (hugene20st_Hs_ENTREZG_21.0.0) and RMA-normalized. For SFL, adapter sequences were trimmed from raw sequence files using *Cutadapt v1.12*. Quality assessment of trimmed SFL sequence files as well as raw full coverage RNA-seq sequencing files was performed with *FastQC v0.11.5*. Both SFL and RNA-seq reads were aligned to human genome (UCSC RefSeq hg19) with *STAR v2.5.2b* with the non-defulat parameter, *“–outSAMtype BAM SortedByCoordinate”* (Dobin et al., 2013). Expression quantification in RefSeq genes was carried out with *featureCounts (subread) v1.5.0* (Liao et al., 2014). For 3’DGE, pre-quantified gene expression count matrices were obtained from the Broad Institute, Cambridge, MA, United States. These reads had been aligned to the transcriptome (UCSC RefSeq hg19), using *BWA aln v0.7.10* with the non-default parameter, *“-l 24”* (Li and Durbin, 2009). Considering that there are 4^10^ (∼1.05^∗^10^6^) possible UMIs and the 3’DGE library sizes are on the order of 10^6^ reads, it is highly unlikely for the same UMI to be added to multiple cDNA fragments from the same gene. Therefore, using a custom python program (Soumillon et al., 2014), reads with the same UMI and sample barcode were only counted once per gene. All further data processing and analysis were carried out in *R*.

### Coverage Assessment

Read coverage across the 82 samples, shared between SFL and 3′DGE, as well as all 18 full coverage RNA-seq samples was assessed for library size as well as percentage of the library size that was aligned, uniquely aligned (i.e., reads that only align once in the genome), and counted in the 22,233 genes which were annotated across all three platforms, i.e., the intersection of annotated genes. The full set of counted reads is hereafter referred to as the counted library. Unlike SFL and full coverage RNA-seq, 3′DGE reads are aligned directly to mRNA sequences, such that the reported numbers of counted reads and uniquely aligned reads are the same. To assess the relative distribution of reads across the total set of shared genes, we plotted the cumulative proportion of the sum of reads aligning to individual genes per samples ranked by relative expression across all three platforms. Saturation analysis of the estimated minimum percentage of the counted library size to maximize the number of genes quantified by each platform was performed using a loess fit the gene discovery of 20 subsamplings of the per sample counted libraries. All subsampling analysis was performed using *Subseq v1.8.0*.

Finally, we assessed the relative induction of noise introduced by subsampling progressively larger proportions of the original counted library sizes in each platform, as measured by the principal component error (Heimberg et al., 2016). In order to compare the three platforms assuming equally sized starting library, we repeated the assessment after first subsampling full coverage RNA-seq libraries and 3′DGE libraries to sizes matching that of SFL, the smallest library of the three platforms. This analysis was performed on the 18 samples of like genotypic perturbations, with no chemical treatment in the case of full coverage RNA-seq samples and vehicle DMSO treatment in SFL and 3′DGE samples. Reported values reflect means across 20 iterations of the subsampling and principal component error calculation procedure.

### Signal-to-Noise Assessment

Signal-to-noise was compared among SFL, 3′DGE and microarrays based on four-group ANOVA analysis and two-group differential analysis. In order to estimate signal-to-noise as a means for assessing expected performance when applying standard statistical methods to the data, rather than differential gene expression analysis packages, classic ANOVA was performed for each gene using normalized data across all three platforms, using the *glm* function in R. In this analysis, the signal-to-noise was assessed across like samples undergoing exposure to CSC or DMSO vehicle, as well as genotypic perturbations of *NRF2* overexpression or HcRed control. Thus, the analysis included four independent groups of samples, receiving each combination of chemical (CSC or DMSO) and genotypic (*NRF2* or HcRed) perturbations, with three replicates in each group. Only genes with mean expression ≥ 1 across all 12 samples in both SFL and 3′DGE were included in the analysis (9,813 total genes). Expression levels across SFL and 3′DGE were normalized via trimmed mean of M values (TMM) (Robinson and Oshlack, 2010) scaling and log_2_ counts-per-million transformation. Additionally, two-group differential gene expression analysis was performed for each stratified chemical and genotypic perturbation, using *LIMMA v3.30.7*. That is, differential expression of CSC- vs. DMSO-treated samples, within either HcRed or *NRF2* treatment, as well as differential expression of *NRF2*- vs. HcRed-treated samples, within either DMSO or CSC exposure, was performed. The SFL and 3′DGE count data were transformed for linear modeling based on *voom* (Ritchie et al., 2015). Following modeling, results were restricted to the top 10,000 genes as ranked by median-absolute-deviation (MAD). This heuristic gene filtering procedure was adopted because quantification-based filtering is not applicable to microarray data. This approach follows recommendations detailed in the *LIMMA* manual (Ritchie et al., 2015). All *p*-values reported from two-group differential analysis are two-sided. In both ANOVA and LIMMA analyses, nominal *p*-values for each gene were corrected for multiple comparisons using the Benjamini–Hochberg procedure (Benjamini and Hochberg, 1995).

### Biological Signal Recapitulation

Two-group differential analysis signatures were compared by pre-ranked gene set enrichment analysis (GSEA) to gene sets derived from published signatures of smoking exposure in the airway from healthy volunteers (Spira et al., 2004; Beane et al., 2007), as well as to gene sets analytically derived from The Cancer Genome Atlas (TCGA) for patients with lung squamous cell carcinoma (LUSC) or lung adenocarcinoma (LUAD). The two smoking gene sets consist of genes reported as either up- or down-regulated in response to smoking in at least one of the two publications, while TCGA gene sets were derived by probing differential expression of individual genes between patients with or without point mutations or copy number alterations (CNA) in genes of interest. These include mutations for the same panel of genes profiled for genotypic perturbations. In addition we include *KEAP1* mutations, a repressor of *NRF2* (Kansanen et al., 2013, 1). Specifically, point mutation signatures were derived from LUSC and LUAD, independently, by performing differential analysis of subjects with and without point mutations in genes of interest, matched for age, sex, and cancer stage. For *NRF2* and *PIK3CA* point mutations were defined at specific mutation hotspots of along the gene body (Supplementary Figure S2) (Campbell et al., 2016). Likewise, CNA gene signatures were assessed for amplification and deletions of genes of interest by differential analysis, using subjects with zero, one, or two additional copies or deletions of a gene of interest, respectively. All models for mutations and CNA were adjusted for tumor purity, as reported (Campbell et al., 2016). Differential signatures were derived using *LIMMA*. Genes associated with specific mutations or CNA were defined as those with significance and magnitude of the linear model’s genetic alteration coefficient at FDR *Q*-value < 0.05 and | log2 fold-change| > log_2_(1.5), respectively.

Each of our genotypic perturbation signatures was compared by GSEA to the corresponding TCGA-derived gene sets. For example, the *PIK3CA* overexpression signatures were compared to the gene sets derived from *PIK3CA* mutation and CNA in the TCGA data. To assess the effect of read counts on gene discovery and biological recapitulation of each platform, we compared the differential analysis and GSEA results to that derived from subsampled libraries across full coverage RNA-seq, SFL, and 3′DGE. Similar to coverage assessment, this analysis was performed starting with full libraries across all three platforms, as well as initially subsampling the full coverage RNA-seq and 3′DGE libraries to sizes matching that of SFL. Reported values reflect means from 20 iterations of the subsampling followed by differential analysis and GSEA procedures.

## Results

### Coverage Assessment

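Sparse full length (SFL) sequencing is a pooled RNA-seq method in which each sample receives its own barcodes before sequencing. AALE cells, an immortalized line of human bronchial epithelial cells, carried 1 of 8 genotypic perturbations and received 1 of 4 treatments, which gives 32 combinations. The genotypic perturbations were CRISPR knockouts of FAT1 and CDKN2A with GFP-transfected cells as their control, and overexpression of NRF2, FGFR1, NRG1 and PIK3CA with the HcRed vector as their control. The treatments were 24 μg/ml cigarette smoke condensate (CSC), 173 μM benzo(a)pyrene (BaP), 490 μM of the tobacco nitrosamine NNK, or the solvent DMSO. The authors deposited the number of reads counted in each RefSeq gene of hg19, without normalization, for 95 SFL samples. Of the 32 combinations, 31 had 3 samples, and CSC-treated FGFR1 had 2. Each sample listed the same genes by symbol, of which 22764 had at least 1 read in some sample and 5214 had none. For comparisons between groups, the counts were normalized by edgeR's TMM method and tested with limma on voom-transformed counts. The reads carry no stated molecular identifiers, so the precision given for counts covers counting error only.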

Comparison of coverage of the three sequencing platforms, full coverage poly-A RNA-seq, SFL, and 3′DGE, is summarized in Table 1, Figure 2, and Supplementary Figure S1. Comparison between SFL and 3’DGE included 82 samples each, while full coverage poly-A RNA-seq included all 18 available samples. 

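The counted library size, which is the sum of the deposited counts of a sample, was 941500 ± 350500 reads (SD, n = 95), with a median of 934235 reads. It ranged from 287446 to 2116383 reads, a ratio of 7.36 between the largest and the smallest sample. Figure 1 of the paper shows 25 combinations in which all 3 samples were also profiled by 3′DGE. In the 75 samples of those combinations the median was 960373 reads, the range was 338978 to 1653947 reads, and the ratio was 4.88. By treatment, the mean was 1072000 ± 189200 reads (SD, n = 24) in DMSO-treated samples, 970900 ± 394700 (SD, n = 23) in CSC-treated samples, 870700 ± 388300 (SD, n = 24) in BaP-treated samples and 853700 ± 366800 (SD, n = 24) in NNK-treated samples. The mean was highest with DMSO. These SDs describe single samples, so they do not show whether the mean depth is alike between treatments, which was not tested here. A gene with 3 counts stands at 1.42 CPM (counts scaled to a common library size) in the largest library and at 10.4 CPM in the smallest, with a median of 3.21 CPM over the 95 samples. The total, aligned and uniquely aligned reads of Table 1 were not analysed here. The fold change that the paper gives between SFL libraries matches the total reads of Table 1. It therefore measures another quantity than the ratios of counted reads given here.

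**Figure D1:**
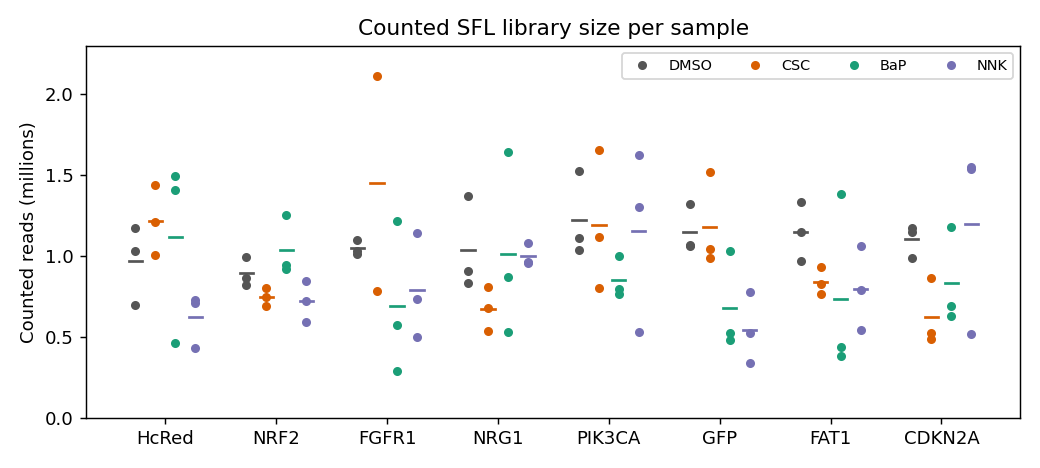
Counted library size in reads (vertical axis, scaled as its label states) for each SFL sample, by genotypic perturbation (horizontal axis) and treatment (color). Points are single samples and short lines are group means; the samples span 287446 to 2116383 reads.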

None of the three platforms demonstrated differences in the library size variability (total number of assigned reads) across samples, although there was a notably high difference between the largest and smallest library size for the SFL samples, with a fold change of 4.3. Fold changes for full coverage RNA-seq and 3′DGE were 1.9 and 2.9, respectively (Table 1 and Figure 2A).

**Table 1:** Comparison of read assignment between full coverage poly-A RNA-seq, SFL, and 3′DGE.

		Counts (million)				Percent (value/library size)			
		Mean (*SD*)	Median	Minimum	Maximum	Mean (*SD*)	Median	Minimum	Maximum
		**Poly-A RNA-seq (RNA-seq)**								
Library size (total reads)		13.0 (2.3)	12.6	9.3	17.6				
Aligned reads		12.4 (2.2)	12.0	9.0	16.9	95.9 (1.3)	96.0	92.4	97.9
Uniquely aligned reads		10.8 (1.9)	10.3	7.8	14.8	82.9 (1.5)	83.0	79.5	85.3
Counted reads		8.4 (1.5)	8.1	6.4	10.9	65.2 (2.7)	64.6	60.5	70.3
		**Sparse full length sequencing (SFL)**								
Library size (total reads)		3.8 (1.1)	3.5	1.6	6.9				
Aligned reads		3.3 (1.0)	3.1	1.4	5.9	88.5 (2.9)	88.8	73.0	92.5
Uniquely aligned reads		1.8 (0.6)	1.8	0.7	3.2	48.5 (8.0)	46.8	27.6	64.8
Counted reads		0.9 (0.3)	0.9	0.3	1.6	24.5 (4.0)	23.8	14.3	31.7
		**3′ digital gene expression (3′DGE)**								
Library size (total reads)		3.7 (0.7)	3.7	1.9	5.6				
Aligned reads		3.0 (0.6)	3.0	1.5	4.5	80.6 (1.6)	81.0	73.5	82.2
Uniquely aligned reads									
Counted reads		1.2 (0.2)	1.2	0.7	1.8	33.3 (1.4)	33.0	30.5	38.6

**FIGURE 2:**
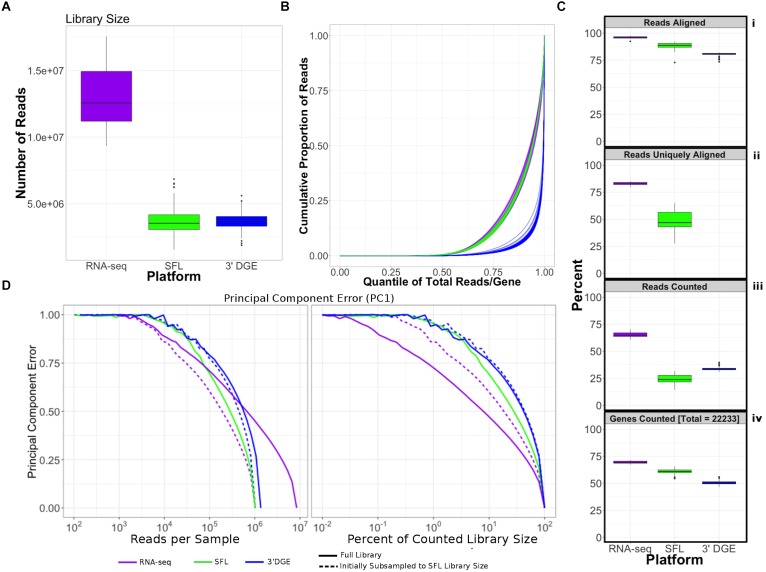
Comparison of coverage between poly-A RNA-seq, SFL, and 3′DGE. **(A)** Boxplots of distribution of library size for each platform. **(B)** Cumulative distribution of reads assigned to individual genes per sample. The *x*-axis indicates the quantile for each gene in terms of ranking by relative expression. The *y*-axis shows the cumulative proportion of total counted reads assigned to these genes, i.e., the running sum of reads divided by the total number of reads across all genes. **(C)** The top 3 boxplots show the percentage of reads aligned **(i)**, uniquely aligned **(ii)**, and counted **(iii)** relative to the total library size for each platform. The bottom boxplot **(iv)** shows the proportion of genes with counts > 1, for protein-coding genes annotated across all 3 platforms (18,488). For **(ii)**, “Reads Uniquely Aligned” is not shown for 3′DGE because “Reads Uniquely Aligned” and “Reads Counted” are the same values as a result of the data pre-processing protocol, specific to 3′DGE (see section “Materials and Methods”). Counts values for these percentages are given in Supplementary Figure S1A. **(D)** Analysis of the principal component error of subsampled counted library sizes for full coverage poly-A RNA-seq, SFL, and 3′DGE for principal component 1. Results for principal component 2–5 is shown in Supplementary Figure S1D. Initial subsamples of Poly-A RNA-seq and 3′DGE to the SFL library size are also given as dotted lines.

Unsurprisingly, full coverage poly-A RNA-seq generated the largest library size, while the SFL and 3′DGE libraries were of comparable size (Figure 2A). Furthermore, full coverage poly-A RNA-seq yielded the highest percentage of reads aligned to the genome, followed by SFL and 3′DGE (Table 1, Figure 2Ci, and Supplementary Figure S1A). The lower mapping rate of 3′DGE is most likely due to the lower read quality scores of 3′DGE compared to full coverage RNA-seq and SFL (Supplementary Figure S1B). The mean percentage of reads with Phred quality scores greater than 20 (Q20) was only ∼88% for 3′DGE, compared to ∼100% for both full coverage RNA-seq and SFL. The relative 5′–3′ transcript coverage for each sample across all three platforms is shown in Supplementary Figure S1F. As expected, reads alignments were skewed toward the 3′ end of transcripts for 3′DGE, while we did observe relatively uniform coverage along the transcript for full coverage RNA-seq and SFL.

For SFL there was a clear drop-off when going from percentage of aligned reads to percentage of uniquely aligned reads due to ribosomal RNA (rRNA) contamination of the SFL samples (Figure 2Cii). 

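The deposited counts start after this step and list 20 ribosomal RNA genes of the nuclear genome, RNA28SN5 and RNA18SN5 among them. All 20 had 0 counts in each of the 95 samples. The paper places the ribosomal reads among those lost as not uniquely aligned, so these counts of 0 set no limit on ribosomal RNA in the libraries. The gene with the most counted reads was RNR2, listed under that symbol for a mitochondrial ribosomal RNA, with 0.579% of all counted reads. Its share had a median of 0.554% per sample and ranged from 0.416% to 0.970%. No gene held more than 1% of the counted reads over all samples.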

The majority of reads aligning to ribosomal regions specifically align to RNA28S (Supplementary Figure S3). For 3′DGE, unique UMIs are aligned directly to transcript sequences and not to the whole genome, such that the number of uniquely aligned reads and reads counted in transcripts are the same (Figure 2Cii,iii) (Morrissy et al., 2009). The percentage of reads that are counted in transcripts is greatest for full coverage poly-A RNA-seq (mean percentage of total library size: 65.2%), followed by 3′DGE (33.3%), and SFL (24.5%). However, while the counted read library size is greater for 3’DGE than for SFL, more genes were quantified by SFL than by 3′DGE (Figure 2Civ) (counts > 0 across all samples for 22,233 genes shared across all three platforms,). 

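In the deposited SFL counts, a median of 53.8% of all listed genes had at least 1 read in a sample, with a mean of 53.7% ± 2.54 (SD, n = 95) and a range of 47.2% to 59.4%. This corresponds to a median of 15041 genes per sample. With at least 2 reads required, the median was 47.7%. Over the 22764 genes with a read in any of the 95 samples, the median was 66.1%. The 75 samples of the combinations fully shared with 3′DGE also had a median of 53.8%. The median was 54.7% in DMSO-treated, 53.9% in CSC-treated, 53.8% in BaP-treated and 52.5% in NNK-treated samples. The genes that the paper shares between platforms could not be told apart from the others in the SFL counts alone.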

A median of 60.9 and 50.5% genes were quantified by SFL and 3′DGE, respectively. The number of genes quantified was near the saturation point for each platform, such that this discrepancy is not due to read depth of each platform (Supplementary Figure S1C). 

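The saturation of SFL was measured again by binomial thinning of each sample's counts, with 20 draws per sample. At 10% of the counted reads, a sample kept a median of 71.5% of the genes it quantified at full depth (n = 95). At 25% of the reads the median was 83.7%, at 50% it was 92.0% (range 90.0% to 92.7%), and at 75% it was 96.7%. The steps became smaller with depth, but genes were still being added up to the full counted library, so these values show no plateau. From its own curves, which it places near saturation, the paper reasons that read depth does not account for the difference in genes quantified between SFL and 3′DGE. The SFL counts alone do not test that comparison.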

The reason for the low gene discovery of 3′DGE is further illustrated in Figure 2B, where it is shown that the reads are more evenly distributed across the 22,233 genes by SFL than by 3′DGE, with the cumulative distribution of reads counted in individual genes nearly identical in SFL and full coverage poly-A RNA-seq.

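When all listed genes were ranked by count within each SFL sample, the top 1% held a median of 22.7% of the counted reads (range 21.7% to 23.9%, n = 95), the top 5% held 50.4%, the top 10% held 68.3% (range 66.8% to 70.3%) and the top 20% held 87.1%. A median of 1375 genes (range 1292 to 1461) was enough to hold 50% of the counted reads of a sample. Over only the genes with a read in any sample, the top 10% held a median of 62.6%. The SD of the top 10% share between samples was 0.718 percentage points, while the counted library sizes differed by a ratio of 7.36.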

The principal component (PC) error was estimated for each platform for different subsamples of the full counted library size. The first PC is shown in Figure 2D, while the second through the fifth PCs are shown in Supplementary Figure S1D. 

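The PC error of SFL was computed from the deposited counts of the 18 DMSO-treated samples of GFP, FAT1, HcRed, NRF2, NRG1 and PIK3CA, which held between 694898 and 1528287 counted reads. As in the code supplied with the paper, the counts were thinned, normalized to log2 CPM by TMM, and the loadings of each PC were compared with those of the full data, with an error of 0 for identical loadings and a ceiling of 1. For the first PC, the error was 0.923 ± 0.0371 (SD over 20 draws) at 1% of the counted reads, 0.796 ± 0.00954 at 2%, 0.680 ± 0.00322 at 5%, 0.574 ± 0.00359 at 10%, 0.455 ± 0.00224 at 20%, 0.270 ± 0.00223 at 50% and 0.144 ± 0.000788 at 80%. Each step down exceeds the SD over draws. When only genes with a mean count of at least 10 were kept, the error at 10% of the reads was 0.486. For the second PC the error was 0.694 ± 0.0502 at 10% of the reads and 0.177 ± 0.00215 at 80%, and for the fifth PC it was 0.923 ± 0.0553 at 10% and 0.412 ± 0.253 at 80%. The sign of loadings is arbitrary, and with the signs aligned the error of the fifth PC was 0.900 ± 0.0300 at 10% and 0.306 ± 0.00312 at 80%, while that of the first PC at 10% was 0.574. The 3′DGE and full coverage RNA-seq counts were not analysed here.

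**Figure D2:**
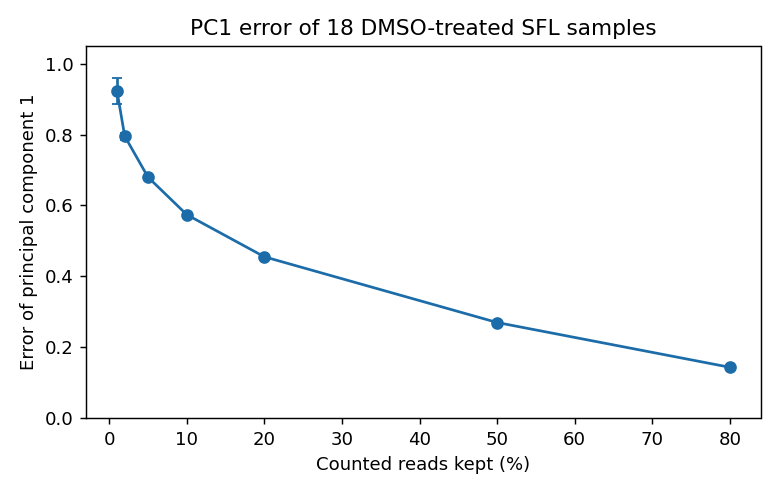
Error of the first PC (vertical axis, 0 to 1) against the percentage of counted reads kept (horizontal axis) for the 18 DMSO-treated SFL samples. Points are means of 20 draws and bars are the SD over draws; the error falls from 0.923 at 1% to 0.144 at 80% of the reads.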

We observe that as the counted library size increases, the PC error decreases at the fastest rate for full coverage RNA-seq, followed by SFL, then 3′DGE. Although these differences are considerably more prominent when comparing full coverage RNA-seq to either SFL or 3′DGE, we do observe that when down-sampling from 10 to 100% of the counted library size, the PC error decreases at a consistently faster rate for SFL than for 3′DGE. Initially subsampling full coverage RNA-seq and 3′DGE to match the full SFL counted library size does not change the results. 

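In the same 18 DMSO-treated SFL samples, the first PC explained 19.7% of the variance, the second 12.6%, the third 9.70%, the fourth 6.88% and the fifth 5.56%, which sum to 54.5%. The first PC explained 28.8% of the variance when only genes with a mean count of at least 10 were kept, and between 20.7% and 22.8% with each replicate number left out in turn.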

The same trend is also observed in the cumulative variance explained by each successive PC across full coverage RNA-seq, SFL, and 3′DGE (Supplementary Figure S1E).

In summary, despite lower overall counted library size due to ribosomal RNA contamination, SFL demonstrates greater coverage in low-to-medium expressed genes than 3′DGE, comparable to full coverage poly-A RNA-seq. Consequently, the transcriptional signal captured by the SFL libraries are more robust to subsampling of the data compared to 3′DGE as measured by the principal component error.

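The SFL values behind this comparison are the error of the first PC, which was 0.574 ± 0.00359 (SD over 20 draws) at 10% of the counted reads, and the share of reads in the top 10% of genes, which had a median of 68.3% (n = 95 samples). From the PC error, which fell faster with added reads for SFL than for 3′DGE, the paper concludes that the SFL signal is less affected by subsampling. It ties this result to the greater coverage of genes with low to medium expression in SFL.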

### Signal-to-Noise Evaluation

Differential expression models comparing experimental groups of matched samples was performed in SFL, microarray, and 3′DGE and the corresponding signal-to-noise scores were compared pairwise between platforms (Figure 3). 

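The 12 SFL samples of these groups are 3 replicates each of HcRed and NRF2 cells with DMSO or CSC, and they held between 688687 and 1440757 counted reads (mean 956400). NRF2 is encoded by NFE2L2, which the files list under that symbol and which lies on chromosome 2 of GRCh37 (hg19) from 178083395 to 178257484. Its expression was 7.79 ± 0.09 log2 CPM (SD, n = 3) in DMSO-treated HcRed cells and 10.71 ± 0.08 (SD, n = 3) in DMSO-treated NRF2 cells. With CSC it was 7.67 ± 0.03 (SD, n = 3) in HcRed cells and 10.40 ± 0.04 (SD, n = 3) in NRF2 cells. In counts, it ranged from 145 to 278 reads in the HcRed samples of both treatments and from 932 to 1567 in the NRF2 samples, so each sample carries the NFE2L2 level of its named line.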

Samples shared across the three platforms include three replicates for each of four experimental groups, corresponding to *NRF2* overexpression or HcRed vehicle, as well as CSC chemical exposure or DMSO vehicle (Figure 1). Signal-to-noise was assessed by a four-group comparison with classic ANOVA (Figure 3A–D), as well as by stratified two-group differential analyses using *LIMMA* (Figure 3E,F).

**FIGURE 3:**
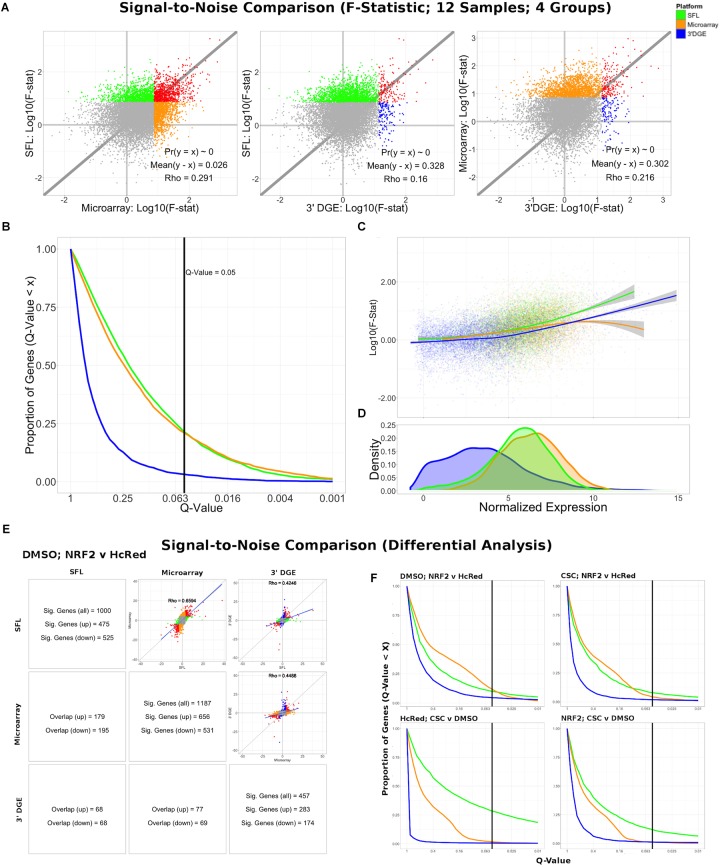
Signal-to-noise comparison between SFL, microarray, and 3′DGE. **(A)** Scatterplots comparing the log10(*F*-Statistics) from ANOVA models comparing four *n* = 3 groups (HcRed:DMSO, HcRed:CSC, NRF2:DMSO, and NRF2:CSC). The gray line shows *y* = *x*. The platform with the higher mean log10(*F*-Statistic) is plotted on the *y*-axis. Also, included are the *p*-value and difference in mean between each bi-platform comparison from paired *t*-testing, as well as the squared correlation coefficient. *P*-values ∼ 0 are less than 0.01. Color of indicate genes discovered by individual platforms (green, orange, or blue), neither platform (gray), and both platforms (red). **(B)** Plot of the Discovery Rate versus FDR *Q*-Value from threshold for each platform from four group ANOVA models. The *x*-axis is plotted on a –log10 scale. The vertical line is indicative of a *Q*-value threshold of 0.05. **(C)** Loess fit of the log10(*F*-Statistic) versus median normalized expression from four group ANOVA models. **(D)** Distribution of mean normalized expression across all three platforms. **(E)** Comparison of gene discovery (FDR *Q*-Value < 0.05) by differential analysis with limma, comparing normalized gene expression between DMSO:NRF2 and DMSO:HcRed, including the raw discovery rates, discovered gene overlap, and linear fits, comparing test statistics from each platform. Genes that are discovered by more than 1 platform are shown in red in the scatterplots. Additional comparisons are shown in Supplementary Figure S5. **(F)** Plot of the Discovery Rate versus FDR *Q*-Value from threshold for each platform from two group differential analyses. The *x*-axis is plotted on a –Log10 scale. The vertical line is indicative of a *Q*-value threshold of 0.05.

We compared the log_10_ *F*-statistics between ANOVA models across all three platforms (Figure 3A). Overall, the distribution of *F*-statistics is most similar between SFL and microarrays, with a Pearson correlation of 0.291. Though statistically significant (*p* < 0.01), the corresponding mean difference between log_10_ *F*-statistics is only 0.026. The mean differences of the log_10_ *F*-statistics between SFL and 3′DGE, and between 3′DGE and microarray are 0.328 and 0.302, respectively, and the corresponding Pearson correlations are 0.160 and 0.216, respectively. These results are consistent with the discovery rates estimated for different FDR *Q*-value thresholds (Figure 3B). 

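In the SFL counts, a classic ANOVA of the 12 samples on TMM-normalized log2 CPM covered the 14277 genes with a mean count above 1. At a Q-value threshold of 0.05 it gave 2298 genes, a discovery rate of 16.1%. At thresholds of 0.01, 0.1 and 0.25 it gave 675 genes (4.73%), 3674 genes (25.7%) and 6568 genes (46.0%). The mean log10 F-statistic over all tested genes was 0.366. Of the tested genes, 4792 had an unadjusted p under 0.05. The choice that moved the count most was the test: limma's moderated F test on voom-transformed counts gave 5022 genes and edgeR's quasi-likelihood F test gave 4811. With the replicate number of the sample labels added as a block, the ANOVA gave 1790 genes. The correlation of same-numbered samples after removal of the group means was 0.0433. The value of -0.0217 for samples with different numbers follows from that removal, so it is no independent reference. With each of the 12 samples left out in turn, the ANOVA gave between 1494 and 1838 genes. The paper's test was further restricted to genes also measured by microarray and 3′DGE, which is a step the SFL counts alone do not allow.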

For example, at the FDR *Q*-value threshold of 0.05, the discovery rates of SFL and microarray are almost identical, 0.214 (2083 genes), 0.209 (2038 genes), respectively, while the discovery rate of 3′DGE is much smaller 0.032 (310 genes).

Loess regression of the log_10_ *F*-statistics as a function of mean gene expression shows that the statistical signal increases with mean normalized expression. This trend is consistently positive for both SFL and 3′DGE, while leveling off at the most highly expressed genes in microarrays (Figure 3C). Furthermore, SFL signal is greater than 3′DGE signal at all levels of mean expression (Figure 3C). 

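For SFL, the 14277 genes were divided into 5 bins of equal size by mean normalized expression. In the lowest bin, with a median of 2.04 log2 CPM, the mean log10 F-statistic was 0.042 (SD 0.502 over genes), and 2.70% of genes had a Q-value under 0.05. In the next 3 bins, with medians of 3.61, 4.96 and 6.04 log2 CPM, the mean log10 F-statistics were 0.209, 0.358 and 0.490, and 7.64%, 12.2% and 20.3% of genes had a Q-value under 0.05. In the highest bin, with a median of 7.37 log2 CPM, the mean was 0.732 (SD 0.546) and 37.7% of genes had a Q-value under 0.05. Spearman's rho of the log10 F-statistic with mean expression was 0.432 across genes, which are not independent replicates. It was 0.505 over all genes with at least 1 read and 0.329 over genes with a mean count of at least 10.

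**Figure D3:**
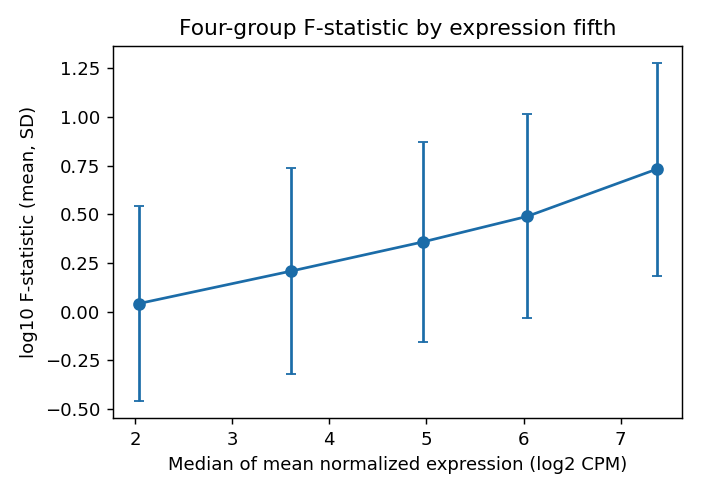
Mean log10 F-statistic of the ANOVA of the HcRed and NRF2 samples with DMSO or CSC (vertical axis) against the median of mean normalized expression in log2 CPM (horizontal axis), for 5 bins of genes of equal size. Bars are the SD over genes; the mean rises from 0.042 in the lowest bin to 0.732 in the highest.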

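In the 12 SFL samples, the mean normalized expression of the 14277 genes had a median of 4.96 log2 CPM, quartiles of 3.18 and 6.31, and a mean of 4.85 with an SD of 1.96 over genes. The most populated bin of the distribution ran from 5.5 to 6 log2 CPM.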

In agreement with the results from coverage comparison, the distribution of mean normalized expressions in 3′DGE is smaller than that of SFL, while SFL is comparable to that of microarray (Figure 3D). Adherence to assumption of normality, assessed through a Shapiro–Wilk test, is also associated with higher mean normalized expression (Supplementary Figure S4).

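For SFL, the Shapiro–Wilk statistic W was computed for each of the 14277 genes over the 12 samples. Spearman's rho of W with mean normalized expression was 0.134 across genes, and 92.1% of genes had an unadjusted Shapiro–Wilk p over 0.05. The choice of genes moved this most. Over all genes with at least 1 read rho was 0.655, and over genes with a mean count of at least 10 it was 0.0011. When W was computed on the residuals from the group means, rho was 0.0475.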

The results of the comparisons of the two-group differential analyses across all three platforms were generally congruous with those of the four-group ANOVA analyses (Figure 3E,F and Supplementary Figures S5, S6). In all four two-group comparisons, the correlation of test statistics is closest between microarray and SFL results, followed by 3′DGE versus microarray results, and 3′DGE versus SFL. 

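In the SFL samples, this comparison sets 3 NRF2 against 3 HcRed samples, all DMSO-treated. As in the code supplied with the paper, limma was run on voom-transformed counts and the results were kept for the 10000 genes with the largest median absolute deviation. At a Q-value threshold of 0.05, 1062 genes were discovered (10.6%), of which 509 were higher and 553 lower in NRF2 cells. The largest rise was that of NFE2L2 itself, with a log2 fold change of 2.91 (standard error 0.08, adjusted p = 7.01e-311 from limma-voom with Benjamini-Hochberg adjustment). The largest fall was that of C3orf14, on chromosome 3 of GRCh37 from 62304690 to 62321888, with a log2 fold change of -3.81 (standard error 0.55, adjusted p = 4.45e-10 from limma-voom). Its mean count over the 6 samples was 14.2. With each sample left out in turn, the log2 fold change of NFE2L2 stayed between 2.86 and 2.97 and that of C3orf14 between -4.54 and -2.81, and both stayed past the threshold in 6 of 6 fits. The test moved the count most: DESeq2's Wald test gave 410 genes and edgeR's quasi-likelihood test gave 1100. With the replicate number of the labels as a block, limma-voom gave 1134 genes, and the correlation of same-numbered samples was 0.0411. Leaving out each sample in turn gave between 644 and 985 genes.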

For example, in the DMSO-stratified, *NRF2* versus HcRed analysis, estimates of the Pearson correlations of test statistics are 0.66, 0.45, and 0.43, respectively (Figure 3E). The discovery rate of 3′DGE is the lowest across all four differential analyses, while the discovery rate of SFL is higher in three out of four of these analyses (Figure 3F and Supplementary Figures S5, S6).

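The other SFL comparisons were tested in the same way on 3 against 3 samples and 10000 genes each. Among CSC-treated samples, NRF2 versus HcRed gave 824 genes (8.24%, 379 higher and 445 lower). CSC versus DMSO gave 3037 genes in HcRed cells (30.4%, 1828 higher and 1209 lower) and 1265 genes in NRF2 cells (12.7%, 703 higher and 562 lower). At a Q-value threshold of 0.01, the comparisons of NRF2 with HcRed gave 550 genes with DMSO and 425 with CSC, and those of CSC with DMSO gave 1942 genes in HcRed and 672 in NRF2 cells. With the replicate number as a block, the counts at 0.05 were 857 for NRF2 versus HcRed with CSC, 3046 for CSC in HcRed and 1309 for CSC in NRF2 cells, with correlations of same-numbered samples of 0.046, 0.0539 and 0.0366. A correction for each sample's trend with GC content and exon length, chosen after seeing the data, gave 767 genes for CSC in HcRed cells and 548 in NRF2 cells, where the same genes without the correction gave 2988 and 1292. For NRF2 versus HcRed it gave 855 genes with DMSO and 771 with CSC, against 1079 and 808 without it. These corrected counts cover the genes with a known GC content, at least 90.9% of the genes fitted in each comparison. Whether the CSC effect itself differs between NRF2 and HcRed cells was tested by the interaction term of a limma-voom model of the 12 samples, which gave 34 of 14277 genes. NRG1, which had more reads in the CSC-treated NRF2 samples than in most samples outside its line, is among these 34 genes. With each of the 12 samples left out in turn, the interaction term gave between 15 and 71 genes. With the correction for GC content and exon length it gave 7 genes, against 33 without it. From the discovery rates on the 3 platforms, the paper concludes that SFL has more power than 3′DGE to find differential expression.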

In summary SFL demonstrated greater statistical power than 3′DGE to detect differentially expressed genes, and its results more closely matched those in microarrays.

### Biological Signal Recapitulation Evaluation

To evaluate the ability of each platform to recapitulate biologically relevant results, we utilized previously published signatures of smoking exposure in lung (Spira et al., 2004; Beane et al., 2007), as well as differential signatures derived from the TCGA LUSC and LUAD datasets associated with mutations of the genes over-expressed in our experiments. From each of these signatures two gene sets were extracted, one of genes positively associated and one of genes negatively associated to the variable of interest. These gene sets were then tested via pre-ranked gene set enrichment analysis against each of our differential analysis results (CSC vs. DMSO, stratified by *NRF2* or HcRed perturbation; *NRF2* vs. HcRed, stratified by CSC or DMSO perturbation). The enrichment results with respect to both the smoking exposure signatures and the TCGA mutations are summarized in Figure 4A, and further detailed in Supplementary Figure S7, and confirm the highest sensitivity of microarrays, followed by SFL and 3′DGE.

**FIGURE 4:**
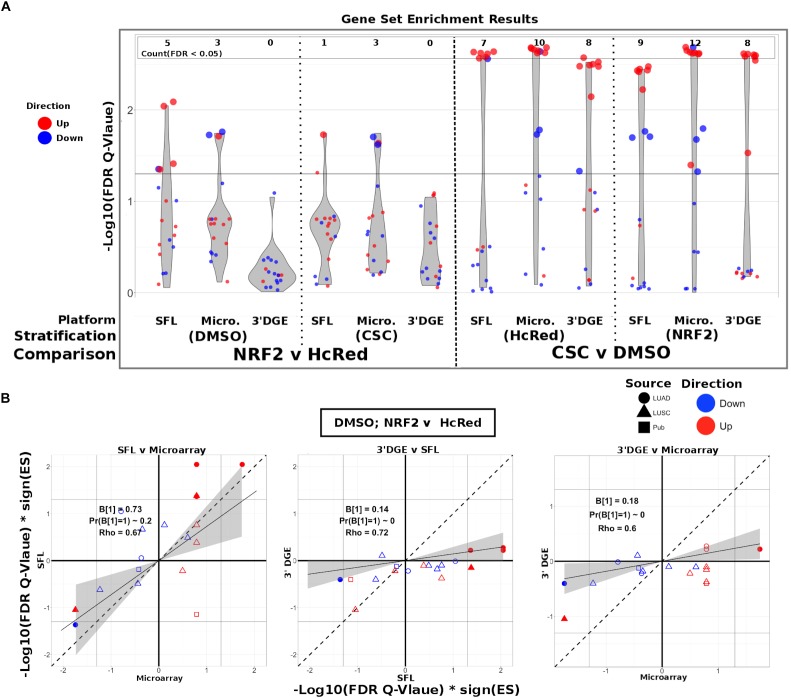
Comparison of gene-set enrichment of smoking and gene mutation signatures across SFL, 3′DGE and microarray. **(A)** Violin plots of the –Log10(FDR *Q*-Value) from gene set enrichment analysis of TCGA-derived gene-sets with respect genotypic perturbations (left) and chemical perturbations (right) differential signatures across like samples within SFL, Microarray, and 3′DGE. Each column corresponds to differential signatures comparing genotypic or chemical perturbation groups, stratified by a single chemical or genotypic perturbation group, respectively, e.g., the left-most column shows the enrichment results with respect to the “DMSO-treated; NRF2 vs. HcRed” signature within the samples (*stratum*) in SFL data. Specific results for TCGA-derived genes sets are shown in Supplementary Figure S7. **(B)** Comparison of the gene set enrichment results between SFL, microarray and 3′DGE with respect to the “DMSO-treated; NRF2 vs. HcRed” differential signature. Shown are the transformed FDR *Q*-values of the TCGA-derived gene sets corresponding to mutations of NRF2 and CNA of KEAP1. The | –Log10(FDR *Q*-Values)| corresponding to the FDR < 0.05 significance thresholds are shown as vertical and horizontal gray lines for the y and *x*-axes, respectively. Points of gene sets whose enrichment meets this threshold in either of the two platforms are filled in. Colors and shape of points denote direction and source of the gene set, respectively. Additional results for chemical and genotypic perturbation signatures are shown if Supplementary Figure S8.

The set of genes up-regulated in “smokers vs. non-smokers” was found to be significantly (FDR *Q*-value < 0.05) enriched in all “CSC vs. DMSO” signatures, within both genotypic stratifications for all three platforms. Conversely, the set of down-regulated genes in “smokers vs. non-smokers” was only enriched in the microarray signature of “*NRF2* over-expressed; CSC vs. DMSO” (Supplementary Figure S7).

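In the SFL counts, the CSC versus DMSO signatures rest on 3 against 3 samples within HcRed and within NRF2 cells. The largest rise in both was that of CYP1A1, a cytochrome P450 gene on chromosome 15 of GRCh37 from 75011883 to 75017877. In HcRed cells it went from 1.38 ± 0.49 log2 CPM (SD, n = 3), or 0 to 2 reads per sample, to 8.38 ± 0.51 (SD, n = 3), a log2 fold change of 8.54 (standard error 0.54, adjusted p = 1.18e-53 from limma-voom). In NRF2 cells it went from 3.51 ± 0.23 (SD, n = 3) to 8.94 ± 0.17 (SD, n = 3), a log2 fold change of 5.63 (standard error 0.31, adjusted p = 1.37e-68 from limma-voom). CYP1B1, on chromosome 2 from 38294116 to 38337044, had a log2 fold change of 3.13 (standard error 0.11) in HcRed and 3.49 (standard error 0.13) in NRF2 cells. The largest falls were those of IFIT1 in HcRed cells, at -1.94 (standard error 0.45, adjusted p = 1.85e-04 from limma-voom), and of AMOT in NRF2 cells, at -2.28 (standard error 0.33, adjusted p = 8.53e-10 from limma-voom). With each sample left out in turn, IFIT1 stayed past 0.05 in 5 of 6 fits, while CYP1A1 and AMOT did so in 6 of 6. A list of 6 targets of the aryl hydrocarbon receptor (AhR), written before the data were examined, had 5 genes that could be tested, and all 5 rose past the threshold in both lines. The published smoking gene sets were not analysed here.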

The enrichment results of TCGA-derived gene sets with respect to differential signatures of genotypic perturbations were in agreement with the gene-level results, in that they consistently demonstrated smaller discovery rates by 3′DGE than by SFL or by microarrays (Figure 4A). For example, the significantly enriched gene sets in “DMSO-treated; *NRF2* vs. HcRed” differential signatures across all three platforms are highlighted in Supplementary Figure S7. The number of gene sets enriched in microarray, SFL, and 3′DGE platforms are five, three, and zero, respectively.

In addition to comparing which gene sets were significantly enriched in individual differential signatures, we compared the relative statistical signal of these enrichments. To this end, we transformed the permutation-based FDR *Q*-values by taking the negative Log_10_ and multiplying by the direction of the enrichment score (ES), -Log10(FDR *Q*-values)^∗^sign(ES). For each two-platform comparison, we fit a regression model through the origin. Since consistent results across platforms would result in a model fit close to the identity line, *y* = *x*, we tested whether the slope coefficient equaled 1 (i.e., *B*_1_ = 1). Figure 4B shows these results for each of the three comparisons of the *NRF2* and *KEAP1* mutation-based gene sets enrichment against the “DMSO-treated; *NRF2* vs. HcRed” signatures. In all three comparisons, microarrays have the highest measured enrichment signal, followed by SFL and 3′DGE, however, the difference between microarray and SFL results is not significant, *B*_1_ = 0.73; *p*-value = 0.2. The coefficients for both of the comparisons to 3′DGE, are highly skewed in favor of microarray and SFL, *B*_1_ = 0.18 and 0.14, respectively. Both of these comparisons are highly significant with *p*-values < 0.01. Comparison of the enrichment results for other differential signatures show similar trends (Supplementary Figure S8).

Next, we compared enrichment results with respect to all genotypic perturbation signatures between SFL and 3′DGE (Figure 5A and Supplementary Figure S9A). 

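The genotypic perturbation signatures of SFL compare 3 samples of a perturbed line with 3 of its control under the same treatment, HcRed for the overexpression lines and GFP for the knockouts. As in the code supplied with the paper, genes with a mean count above 1 in the 6 samples were tested with limma on voom-transformed counts, which left between 13440 and 14595 genes per signature. The perturbed genes show the state of each line with DMSO. NFE2L2 was 10.71 ± 0.08 log2 CPM (SD, n = 3) in NRF2 cells, FGFR1 was 10.03 ± 0.07 (SD, n = 3) in FGFR1 cells, NRG1 was 12.72 ± 0.04 (SD, n = 3) in NRG1 cells and PIK3CA was 9.16 ± 0.11 (SD, n = 3) in PIK3CA cells, against 7.79 ± 0.09, 5.48 ± 0.43, 4.34 ± 0.48 and 6.49 ± 0.13 (SD, n = 3) in HcRed cells. Among the knockouts, FAT1 was 6.95 ± 0.12 (SD, n = 3) in FAT1 cells and CDKN2A was 5.45 ± 0.17 (SD, n = 3) in CDKN2A cells, against 8.70 ± 0.11 and 6.47 ± 0.18 (SD, n = 3) in GFP cells. A knockout can leave transcripts that still yield reads. In all 47 samples of the overexpression lines, the introduced gene was higher than in every sample of the other lines under the same treatment. NRG1 also reached 8.55 and 8.48 log2 CPM in 2 of the 3 DMSO-treated FGFR1 samples and 8.03 in 1 DMSO-treated CDKN2A sample, where the median outside the NRG1 line was 4.56. It lay between 6.30 and 7.25 in the 3 CSC-treated NRF2 samples.

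**Figure D4:**
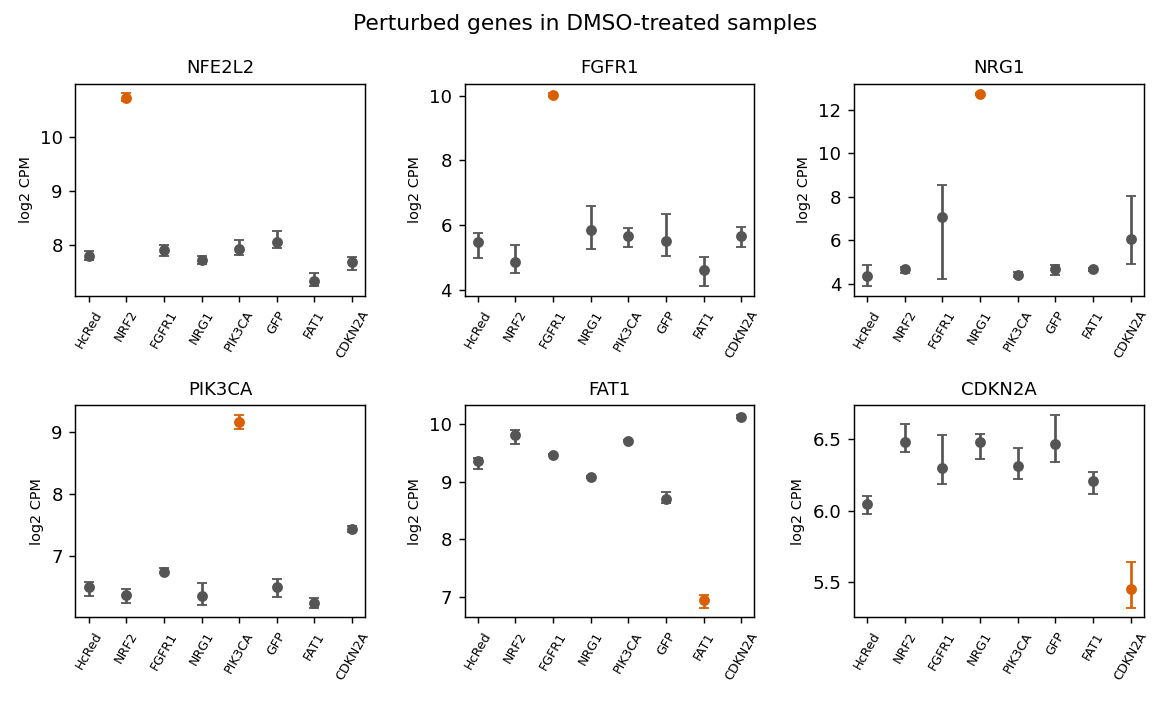
Expression in log2 CPM (vertical axes) of the 6 perturbed genes in the DMSO-treated SFL samples of the 8 lines (horizontal axes). Points are means of 3 samples and bars run from the lowest to the highest sample; the perturbed line is in orange, with NRG1 at 12.72 in its own line.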

Each comparison (i.e., each point in the plot) denotes gene set enrichment results with respect to genotypic perturbations within each of the four chemical exposures, DMSO, CSC, BaP, and NNK. Gene sets were tested for enrichment against concordant differential signatures, e.g., the *PIK3CA* mutation-derived gene set was tested against the “*PIK3CA* vs. HcRed” signatures. As in the previous analysis, the permutation-based enrichment FDR *Q*-values were transformed by –Log10(FDR *Q*-values)^∗^sign(ES). 

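At a Q-value threshold of 0.05, the DMSO-treated SFL signatures held 3752 genes for FAT1 (26.3% of those tested, 1717 higher and 2035 lower), 5408 for CDKN2A (37.2%, 2741 higher and 2667 lower), 1005 for NRF2 (7.16%, 457 higher and 548 lower), 265 for FGFR1 (1.86%, 155 higher and 110 lower), 287 for NRG1 (2.04%, 154 higher and 133 lower) and 1228 for PIK3CA (8.60%, 684 higher and 544 lower). The perturbed genes changed by log2 fold changes of -1.80 for FAT1 (standard error 0.1, adjusted p = 3.88e-18 from limma-voom), -1.06 for CDKN2A (standard error 0.16, adjusted p = 1.02e-07), 4.61 for FGFR1 (standard error 0.15, adjusted p = 3.23e-33), 8.47 for NRG1 (standard error 0.21, adjusted p = 1.50e-130) and 2.65 for PIK3CA (standard error 0.11, adjusted p = 1.47e-30). Apart from these, the largest rises were those of NECTIN3 with FAT1 knockout (4.43), ROS1 with CDKN2A knockout (6.87) and MME with PIK3CA overexpression (3.54), given as log2 fold changes past the threshold. The largest falls were those of ZNF347 with FAT1 (-5.94), IRX2 with CDKN2A (-5.62), KIAA1324L with PIK3CA (-3.03), and S100A8 with FGFR1 (-3.23) and NRG1 (-2.74). All of these kept their direction and stayed past 0.05 in each of the 6 fits that left out a sample. Several rest on few reads in the lower group, so the size of their fold changes is imprecise. Per sample, ROS1 had 0 to 1 and NECTIN3 0 to 5 reads in GFP cells, ZNF347 0 to 1 in FAT1 and IRX2 0 to 6 in CDKN2A cells. ROS1 was 6.29 log2 CPM in CDKN2A, 1.24 in GFP and 4.00 in HcRed cells, so part of its rise reflects the low GFP level. The test moved the counts most: DESeq2's Wald test gave 1983, 3402, 307, 83, 72 and 460 genes for FAT1, CDKN2A, NRF2, FGFR1, NRG1 and PIK3CA. With the replicate number of the labels as a block, limma-voom gave 3817, 5473, 1057, 373, 250 and 1267 genes, and the correlations of same-numbered samples lay between -0.00859 and 0.0411. The FAT1 and CDKN2A signatures share the GFP samples, and their log2 fold changes had a correlation of 0.371 across 10062 genes, which are not independent replicates. With HcRed in place of GFP as the control of CDKN2A, the correlation was -0.0171.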

In the “DMSO-treated; genotypic perturbation vs. control” signatures, we observe that the gene set enrichment is generally more significant for SFL than for 3′DGE (*B*_1_ = 0.63; *p*-value < 0.01; Figure 5A). The results obtained in CSC- and NNK-treated signatures, demonstrate concordance to these results (*B*_1_ = 0.65; *p*-value = 0.03 and *B*_1_ = 0.60; *p*-value = 0.01, respectively). 

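For SFL, the CSC-treated signatures held 3584 genes for FAT1 (1661 higher and 1923 lower), 697 for NRF2 (314 higher and 383 lower) and 1504 for PIK3CA (790 higher and 714 lower). The NNK-treated signatures held 2307 genes for FAT1 (996 higher and 1311 lower), 528 for NRF2 (231 higher and 297 lower), 338 for FGFR1 (156 higher and 182 lower), 256 for NRG1 (104 higher and 152 lower) and 927 for PIK3CA (439 higher and 488 lower). The perturbed genes changed as in DMSO. FAT1 had log2 fold changes of -1.88 (standard error 0.11) with CSC and -1.90 (standard error 0.13) with NNK, NFE2L2 had 2.75 (standard error 0.08) and 2.74 (standard error 0.09), and PIK3CA had 2.76 (standard error 0.11) and 2.74 (standard error 0.16). The largest rise in FAT1 cells over GFP cells was that of CCND2 with both chemicals, at log2 fold changes of 5.25 with CSC (adjusted p = 6.12e-23 from limma-voom) and 5.33 with NNK (adjusted p = 6.11e-20 from limma-voom). With CSC, CCND2 was 7.52 log2 CPM in FAT1, 2.76 in GFP and 2.37 in CDKN2A cells. HcRed cells and the overexpression lines had 6.72 to 8.45 with CSC and 6.83 to 8.53 with NNK. The rise thus rests on a low level in GFP cells and does not set FAT1 cells apart from those lines. When the replicate number was a block, the CSC-treated counts were 3411 for FAT1, 863 for NRF2 and 1395 for PIK3CA, and the NNK-treated counts were 2097, 642, 378, 264 and 927 for FAT1, NRF2, FGFR1, NRG1 and PIK3CA. Same-numbered samples had correlations between -0.0169 and 0.046 in these signatures.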

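The BaP-treated FAT1 versus GFP signature of SFL, from 3 against 3 samples, held 2907 of 13575 genes at a Q-value threshold of 0.05 (21.4%, 1345 higher and 1562 lower). FAT1 had a log2 fold change of -1.71 (standard error 0.15, adjusted p = 3.41e-19 from limma-voom), the largest rise was that of CCND2 at 5.52 (standard error 0.56, adjusted p = 7.75e-15), and the largest fall was that of ZNF347 at -4.98 (standard error 0.72, adjusted p = 1.42e-08). CCND2 had 0 to 4 reads per sample in GFP cells, and ZNF347 had 0 to 1 in FAT1 cells. CCND2 was 7.22 log2 CPM in FAT1 cells and 6.40 to 8.41 in HcRed cells and the overexpression lines, so its rise rests on the low GFP level. The signature held 2872 genes with the replicate number as a block, and same-numbered samples had a correlation of -0.00975. The FAT1 samples held between 381419 and 1382666 counted reads and the GFP samples between 481230 and 1034225.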

The BaP-treated results are less comparable since only one genotypic perturbation signature, “*FAT1* vs. GFP,” is available for this stratification (Supplementary Figure S9A).

**FIGURE 5:**
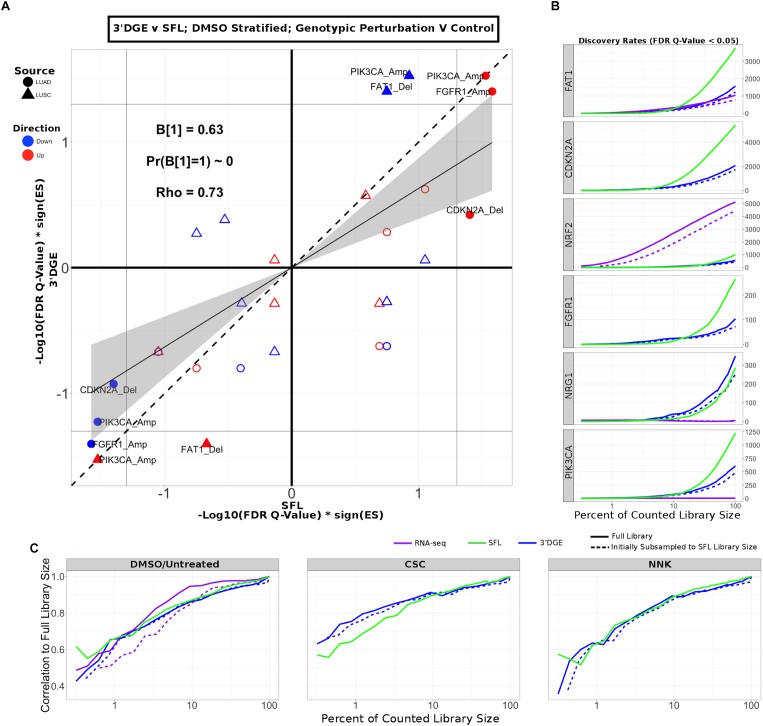
Comparison of gene-set enrichment of gene mutation signatures across SFL and 3′DGE. **(A)** Comparison of the gene set enrichment results between SFL and 3′DGE with respect to the “DMSO-treated; genotypic perturbation *vs.* control” differential signatures. Points indicate gene set enrichment against concordant signatures, e.g., PIK3CA mutation and CNA gene sets against the “PIK3CA vs. HcRed” differential signatures. Shown are the transformed FDR *Q*-values from permutation-based testing by pre-ranked GSEA. | –Log10(FDR *Q*-Values)| corresponding to the FDR = 0.05 significance thresholds are shown as vertical and horizontal gray lines for the *y*- and *x*-axes, respectively. The names of the gene sets whose enrichment meets this threshold in either of the two platforms are shown and their points are filled in. Colors and shape of points denote direction and source of the gene set, respectively. Additional results for CSC, NNK, and BaP stratified genotypic perturbation signatures, as well as comparisons between full coverage RNA-seq and either SFL and 3′DGE are shown in Supplementary Figure S9. **(B)** Discovery rates for genotypic perturbations across full coverage poly-A RNA-seq, SFL, and 3′DGE, for chemically untreated (full coverage RNA-seq) and DMSO treated (SFL and 3′DGE) samples. Results demonstrate full counted library size, as well as subsampled libraries. **(C)** Correlation between transformed FDR *Q*-values from gene set enrichment at different subsamples of each platform and the results from the full counted library size. Shown are the results from genotypic perturbations from untreated (full coverage RNA-seq)/DMSO treated (SFL and 3′DGE), CSC, and NNK chemically treated samples.

Additionally, we compared our differential signatures to available full coverage poly-A RNA-seq genotypic perturbations (Supplementary Figure S9B), although these results are considered less comparable because of differences in experimental set-up. In particular, in the full coverage poly-A RNA-seq experiments the genotypic perturbations were performed on untreated rather than DMSO-treated cell lines (Figure 1).

The effect on discovery rate by subsampling the data across all three platforms is shown in Figure 5B. Generally, we did not observe a plateauing of discovery rate, where the number of detected genes plateaus near full counted library size. 

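For SFL, each DMSO-treated signature was tested again after binomial thinning of the counts, with 20 draws per percentage. At 50% of the counted reads, the CDKN2A signature held 3693 genes ± 49.3 (SD over draws), which is 68.3% of the 5408 genes at full depth, and the FAT1 signature held 2326 ± 42.3 (62.0% of 3752). The NRF2 signature held 448 ± 26.3 genes (44.6% of 1005), FGFR1 121.0 ± 15.2 (45.6% of 265), NRG1 115.0 ± 12.0 (40.1% of 287) and PIK3CA 646 ± 40.5 (52.6% of 1228). The median of these percentages was 49.1%, and it was 47.5% over genes with a mean count of at least 10 and 48.2% with edgeR's quasi-likelihood test. At 75% of the reads the percentages lay between 67.0% for NRG1 and 86.7% for CDKN2A. At 10% they lay between 3.50% for NRF2 and 12.4% for CDKN2A. In all 6 signatures, the step from 75% to 100% of the reads added more genes than the SD over draws at 75%. From curves of this kind, the paper states that the discovery rate did not level off near the full counted library size.

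**Figure D5:**
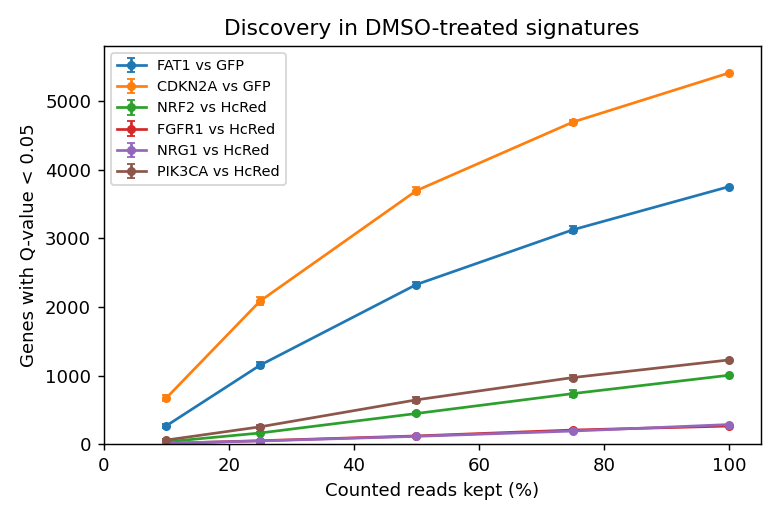
Genes with a Q-value under 0.05 (vertical axis) against the percentage of counted reads kept (horizontal axis) for the 6 DMSO-treated SFL signatures. Points are means of 20 draws with the SD over draws as bars; CDKN2A rises from 672.2 genes at 10% to 5408 at 100%.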

When comparing the correlation between GSEA results on subsampled data we observe similar trends across full coverage RNA-seq, SFL, and 3′DGE (Figure 5C). Initial subsampling of full coverage RNA-seq and 3′DGE to the SFL counted library size did not change the analysis results.

In summary, differential analysis of molecular and genotypic perturbations with SFL recapitulates biologically meaningful signal of gene sets derived from high coverage *in vivo* data sets. This performance is comparable to both 3′DGE and microarray.

## Discussion

The goal of this study was to evaluate the performance of SFL sequencing, a low-cost method for performing highly multiplexed RNA-seq, and to compare it to other high-throughput gene expression profiling platforms. The development of such methods would be instrumental to the generation of large-scale perturbation screens based on *in vitro* models. The reduction of the cost per profile would make it feasible to significantly increase the number of replicates and conditions to be profiled, including multiple time points, concentrations, and biological models, and thus would support a more in-depth investigation of the heterogeneity of the biological response to different exposures. It would also support the development of more accurate predictive models of the adverse or therapeutic outcomes of various exposures. Finally, insights gained from our study will also inform the design of protocols for single cell RNA-sequencing (Eberwine et al., 2014), given their reliance on highly multiplexed libraries.

In addition to SFL, the platforms included in this analysis were 3′DGE, an alternative highly multiplexed sequencing platform, Affymetrix GeneChip Human Gene 2.0 ST Microarray, an analog expression platform, and full coverage poly-A capture RNA-seq. The cost per sample for SFL and 3′DGE was ∼$50, a 10-fold decrease from that of full coverage RNA-seq, $500, and a 7-fold decrease from that of the microarray, $350 USD. Throughout this analysis we demonstrate comparable performances of SFL and 3′DGE to these more expensive platforms. Furthermore, in this analysis we consistently find evidence that SFL outperforms 3′DGE.

Performance was assessed in terms of coverage, signal-to-noise, and recapitulation of expected biological signal derived from independently generated, publicly available data collected from human subjects. Coverage was assessed by comparing the three digital expression platforms, while signal-to-noise and biological recapitulation was assessed by comparing SFL, 3′DGE, and microarrays. Microarray expression quantification has been shown to be highly correlated with qRT-PCR, especially when processed with updated probe set annotations, utilized in this analysis (Sandberg and Larsson, 2007). Chemical and molecular perturbations were carried out in the same samples, and concurrently profiled by SFL, 3′DGE, and microarrays. We also leveraged previously generated full coverage poly-A RNA-seq profiles from similar perturbations of AALE cell lines.

For coverage assessment, performance was evaluated in terms of the distribution of total reads, or library size, that were aligned to the human genome, and further quantified in annotated genes. The best performance was expected in full coverage poly-A RNA-seq, given that this is the most well-established technique and has by far the highest sequencing depth. This was confirmed, as full coverage poly-A RNA-seq was measured to have the highest per sample library size, percentage of aligned reads, percentage of uniquely aligned reads, and percentage of counted reads (Figure 2 and Supplementary Figure S1). The coverage performance of SFL suffered as a result of rRNA contamination, where as many as 53% of the total library size per sample was assigned to ribosomal regions of the genome (Supplementary Figure S3).

3′DGE is a poly-A capture technique, therefore ribosomal depletion is not a possible pitfall. 3′DGE generates a short nucleotide tags from transposon-based fragmentation, which are enriched for 3′ adjacent sequences of a given transcript (Soumillon et al., 2014). Since many transcripts of the same gene generate identical sequence tags, unique molecular identifiers (UMIs) are used to distinguish between unique reads and duplicate reads generated from PCR amplification. Although mRNA fragment duplication occurs with any RNA-seq protocol, the impact of this artifact on downstream analyses is negligible for techniques, such as SFL, which generate more complex sequence libraries (Parekh et al., 2016).

3′DGE sequences were aligned directly to human mRNAs, rather than the whole genome. Therefore, percentages of reads aligned and reads counted (Figure 2Ci,iii) reflect the percentages of these non-unique UMIs that align to at least one gene and the number of unique UMIs that align to only one gene, respectively. We observe that the percentage of counted reads is greater for 3′DGE than SFL, which is explained by a loss of reads to rRNA contamination in SFL. However, we observe notably more genes quantified by SFL than by 3′DGE (Figure 2B,Civ), which indicates that more reads are assigned to fewer genes in 3′DGE compared to SFL, as well as to full coverage RNA-seq (Figure 2C). Although rRNA contamination is a potential drawback of any ribosomal depletion RNA-sequencing technique, the extent of ribosomal contamination is variable, and could be potentially improved by further optimization of the library preparation protocol.

The difference in distribution of reads across shared genes between SFL and 3′DGE likely explains the difference in information retained by subsampling as measured by principal component error. Although full coverage poly-A RNA-seq clearly outperforms both SFL and 3′DGE for principal component assessment, we consistently observe that, as the counted library size increases, the rate of principal component error decreases faster for SFL than 3′DGE (Figure 2D and Supplementary Figure S1D). This is unsurprising considering that not only are considerably fewer genes quantified by SFL compared to 3′DGE, but there is also no discernable difference between the rate of genes counted as a function of counted library size between the two platforms (Supplementary Figure S1C). As we subsample the counted libraries, though we may lose the same number of genes between SFL and 3′DGE, the percent of genes lost, and consequently the information lost, will be greater for 3′DGE than SFL. Furthermore, this more even read distribution likely explains the improved performance of SFL over 3′DGE in statistical signal. In particular, our signal-to-noise evaluation shows consistently higher gene-level statistical signal from SFL and microarray experiments than from 3′DGE experiments (Figure 3). These differences appear to be driven by the differences in the relative quantification of genes, given that statistical signal is positively associated with mean gene expression for each platform, and 3′DGE experiments showed lower gene-level quantification than SFL and microarrays (Figure 3C,D). We observe similar cross-platform relationships in the two-group differential analyses (Figure 3E,F).

The gene set-based enrichment results are consistent with those from signal-to-noise analyses. In every comparison of enrichment scores between SFL and 3′DGE, we observe generally higher gene set enrichment with respect to the SFL-derived signatures (Figure 4, 5A and Supplementary Figures S8, S9). The gene sets were selected to represent known biological responses to the profiled perturbations, and thus their enrichment with respect to the perturbation signatures are expected to be true positives.

The enrichment results confirm this expectation. 

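The SFL counts of NRF2 versus HcRed cells show the genes of the pathway directly. KEAP1, whose product targets NRF2 for degradation and which lies on chromosome 19 of GRCh37 from 10596801 to 10614234, was 6.06 ± 0.08 log2 CPM (SD, n = 3) in NRF2 and 6.06 ± 0.07 (SD, n = 3) in HcRed cells with DMSO, a log2 fold change of -0.02 (standard error 0.16, adjusted p = 0.971 from limma-voom). No difference in KEAP1 was detectable at this depth, with 43 to 79 reads per sample. NQO1, an enzyme gene induced by NRF2 on chromosome 16 from 69740899 to 69760571, was 7.46 ± 0.13 (SD, n = 3) in NRF2 and 6.97 ± 0.07 (SD, n = 3) in HcRed cells, a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.00139 from limma-voom). HMOX1, with 0 to 4 reads per sample, had a log2 fold change of 1.37 (standard error 0.69, adjusted p = 0.203 from limma-voom). Of a list of 20 NRF2 targets written before the data were examined, 12 were among the 10000 genes tested with DMSO, 10 of them higher in NRF2 cells and 2 past the threshold. The mean log2 CPM of the 12 listed genes with a mean count of at least 10 was 7.37 ± 0.04 (SD, n = 3) in NRF2 and 7.22 ± 0.01 (SD, n = 3) in HcRed cells with DMSO. Its difference of 0.15 had a 2-sided p = 0.1 in an exact permutation test, the smallest p that 3 samples against 3 allow. With CSC it was 8.00 ± 0.01 (SD, n = 3) and 7.90 ± 0.03 (SD, n = 3), with a difference of 0.10 (exact permutation test, p = 0.1), and with NNK the difference was 0.02 (exact permutation test, p = 0.9) and reversed to -0.05 with the median over the list. With the median, the difference was 0.18 with DMSO (exact permutation test, p = 0.3) and 0.04 with CSC (exact permutation test, p = 0.5). Over all 20 listed genes the difference was 0.21 with DMSO (exact permutation test, p = 0.1), 0 with CSC and 0.11 with NNK (exact permutation test, p = 0.2). The tumor-derived gene sets were not analysed here.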

For example, in the signatures of *NRF2* overexpression, we consistently observe enrichment of the gene sets derived from *NRF2* amplifications and *KEAP1* deletions, each of which should increase *NRF2* activity (Supplementary Figure S7) (Kansanen et al., 2013). Similarly, we observe significant concordant enrichment of the gene sets derived from *NRF2* and *KEAP1*-dysregulated lung tumors in the signature of CSC exposure, suggesting that the *NRF2* pathway is activated by CSC exposure *in vitro* (Supplementary Figure S7), which has been previously reported (Adair-Kirk et al., 2008). 

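In the SFL counts of HcRed cells, NQO1 went from 6.97 ± 0.07 log2 CPM (SD, n = 3) with DMSO to 8.46 ± 0.06 (SD, n = 3) with CSC, a log2 fold change of 1.52 (standard error 0.11, adjusted p = 1.13e-38 from limma-voom). In NRF2 cells it went from 7.46 ± 0.13 (SD, n = 3) to 8.58 ± 0.05 (SD, n = 3). NFE2L2 itself had a log2 fold change with CSC of -0.31 (standard error 0.04, adjusted p = 2.80e-14 from limma-voom) in NRF2 cells. There its reads come mostly from the introduced gene, with 10.71 log2 CPM with DMSO and 10.43 with BaP and with NNK. This fall is therefore no measure of the cells' own NFE2L2. In HcRed cells NFE2L2 was 7.79 ± 0.09 (SD, n = 3) with DMSO and 7.67 ± 0.03 (SD, n = 3) with CSC. Of the 20 listed NRF2 targets, 18 were tested in HcRed cells, where all 18 were higher with CSC and 14 were past the threshold, and 16 were tested in NRF2 cells, where 15 were higher and 10 past the threshold. The mean log2 CPM of the 12 listed genes with a mean count of at least 10 rose by 0.68 in HcRed and by 0.63 in NRF2 cells, each with p = 0.1 in a 2-sided exact permutation test, the smallest p that 3 samples against 3 allow. Over all 8 genotypes the difference was 0.58 and positive in 8 of 8, from 0.42 to 0.68 (permutation test within genotype, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1.5e-05 over 9 tests of lists and chemicals). The log2 fold changes between CSC-treated and DMSO-treated samples also had a trend with GC content. Spearman's rho across genes was 0.558 in HcRed and 0.38 in NRF2 cells. The sample labels give no plate, so a difference in handling between treated and untreated samples could not be tested. From the enrichment of the tumor-derived gene sets in its CSC signatures, the paper proposes that CSC activates the NRF2 pathway in these cells.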

Interestingly, these results demonstrate that the activation of the *NRF2* pathway in normal airway epithelial cells *in vitro* (by ectopic expression of the gene or by CSC treatment) is concordant with the activation of *NRF2* by somatic genome alterations in lung tumors, a finding that, to the best of our knowledge, has not been previously observed.

Possible sources of technical variability in this study are the different sequencing platforms, service providers, and read lengths. However, when subsampling the 3′DGE and SFL counted libraries, we generally observe higher discovery rates at all percentages of the full counted libraries, and even more so when the 3′DGE counted libraries are initially subsampled to full SFL counted library sizes (Figure 5B), demonstrating that SFL shows improvements independent of the mapping rate. This result confirms previous reports showing that increasing read length above 50-bp does not improve read quantification (Chhangawala et al., 2015). Furthermore, similar results have been reported even when the same sequencing platform is used. A recent study reported a greater number of genes detected, as well as higher differential analysis discovery rates, in conventional RNA-seq than in 3’DGE at identical counted library sizes, using the Illumina HiSeq 2500 platform to generate both libraries (Xiong et al., 2017).

In summary, in this study we observe higher performance of SFL than 3′DGE, as measured by coverage, signal-to-noise, and biological recapitulation of known signal, with the performance of SFL often matching that of well-established “gold standards” (full coverage RNA-seq or microarrays). On the other hand, the fact that 3′DGE is shown to allocate a large number of reads to relatively fewer, highly expressed genes, makes this platform more suitable for problems where high accuracy in the differential quantification of highly expressed genes is needed. Furthermore, the ready availability of 3′DGE as a core-provided option, which allows for the out-sourcing of library preparation, sequence read pre-processing and gene quantification, is an additional value-added of the platform. Ultimately, the best-suited platform for a specific project will depend on the study goals, design, and availability of different resources. We believe our study presents useful results to make a more informed choice.

The utility of highly multiplexed RNA-seq crucially depends on the trade-off between cost and data quality, and on the nature of the experiments for which the platform would be ideally suitable. These will in general be experiments where the marginal information content of a single profile is relatively low, and thus justifies trading-off some data quality for reduced cost.

## Data Availability

Data for SFL, 3′DGE, and Microarray experiments is available through the Gene Expression Omnibus (GEO) at accession numbers: GSE118797, GSE118798, and GSE118799. Reviewers may access the data prior to publication using the tokens: mfibskyuxpudxmz, gdypscyerrolvad, and cxojqwuahlgttsl.

## Author Contributions

SM, CP, and JC designed the experiments. EM performed the wet-lab experiments. ER performed all data pre-processing and analysis. ER, SM, JC, and CP interpreted the analysis results. XX and GL refined, implemented, and recorded the SFL protocol. ER, SM, JC, and CP wrote the manuscript. SM oversaw the whole project.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

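The data are SFL profiles of AALE cells in 32 combinations of 8 genotypic perturbations and 4 treatments. The authors trimmed adapters from single-end reads, aligned them to hg19 with STAR and counted reads in RefSeq genes with featureCounts. They deposited the resulting counts for 95 samples, with 1 whole number per gene and no normalization, and this is the only unit used here. The condition and replicate number of every sample were taken from the sample labels. The microarray, 3′DGE and full coverage RNA-seq data and the gene sets of the enrichment analyses were not analysed here. The total, aligned and uniquely aligned reads of the SFL libraries were not analysed here either. In 7 of the 32 combinations Figure 1 of the paper does not show 3 samples for 3′DGE, so the samples shared between platforms were not fully identified, and coverage was described over all 95 samples with the 75 samples of the other 25 combinations as an alternative.

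The depth was between 287446 and 2116383 counted reads per sample. A share of counts rests on this depth alone, and 3 counts correspond to between 1.42 and 10.4 CPM. Genes quantified, cumulative read distributions, saturation and PC error were computed on the deposited counts, with 20 draws of binomial thinning per percentage. For differential analyses the counts were normalized with TMM in edgeR 4.0.16 under R 4.3.3. Groups were compared with limma 3.58.1 on voom-transformed counts (empirical Bayes, 2-sided), fitted to only the samples compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. Following the code supplied with the paper, results of NRF2 versus HcRed and CSC versus DMSO were kept for the 10000 genes with the largest median absolute deviation of log2 CPM, while genotypic perturbation signatures used genes with a mean count above 1 in the fitted samples. The comparison of 4 groups was a classic ANOVA per gene on log2 CPM with a prior count of 2. The CSC by NRF2 interaction was a limma-voom term over 12 samples. CSC, BaP and NNK were compared with DMSO over all genotypes with a limma-voom model that included genotype. The mean log2 CPM of lists of 20 NRF2 targets, 6 AhR targets and 20 p53 targets was taken over listed genes with a mean count of at least 10 over the 95 samples. It was compared by an exact permutation test for 3 against 3 samples, or by 100000 permutations within genotype.

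Except for the tests named as chosen after the results were seen, the comparisons, tests, alternatives, gene lists and naming rule were set before the data were examined. Genes are named when they are the perturbed gene of a line or KEAP1, the largest rise or fall of a signature among genes past 0.05 with a mean count of at least 10 and no overlap between the groups, members of the lists, or ribosomal RNA genes. The lists come from general knowledge, and the aldo-keto reductase genes in the NRF2 list are close copies of each other whose reads could be split in counting. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0 with its Wald or likelihood ratio test and with its size factors, other filters on low counts, a fit of all 95 samples together, the replicate number as a block, and leaving out each replicate in turn. DESeq2 p-values were adjusted by Benjamini-Hochberg without independent filtering or a Cook's distance filter. The pairing of replicates is taken from the labels. It was checked by the correlation of the deviations of same-numbered samples from their group means, which lay between -0.0169 and 0.0539 over all comparisons. A correction for GC content and exon length, added after seeing the data, removed from each sample a loess trend (span 0.3) estimated over genes with a known GC content. Gene positions, lengths and GC content come from GENCODE models on GRCh37, where 24309 symbols (86.9% of those listed) were matched.

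The tests of 3 samples against 3, over all genotypes and of the interaction, the classic test of 4 groups and the GC correction were first tested on simulated data, with counts drawn for the real genes and 200 genes changed by a known factor. All genes were drawn with a common dispersion, the changed genes had a mean count of at least 10, and each setting had a single draw. The values therefore do not cover genes that differ in dispersion, changed genes with lower counts, or data in which many more genes change. With 3 against 3 samples and a 4-fold change, limma-voom recovered 95.0% of changed genes, and 2.56% of its calls were unchanged genes. With a 2-fold change, limma-voom recovered 74.5% with 4.49% of its calls unchanged genes, edgeR recovered 76.5% with 6.14%, and DESeq2 recovered 55.0% with 0.901%. The model over all genotypes recovered 100% at a 2-fold change with 7.83% of the calls of limma-voom unchanged genes, which is above the threshold of 0.05. The interaction term recovered 83.0% at a 4-fold change with 5.68%, and the classic test of 4 groups recovered 69.0% with 2.13%. Other tests, among them the moderated F test of limma, the F test of edgeR for 4 groups and the fits with the replicate number as a block, were not simulated. In a simulated GC trend, the correction lowered the calls of unchanged genes from 101 to 9 and left the recovery of changed genes at 96.4%. Assembly of tables and plots used Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.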

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

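The correction for GC content and gene length, on the counts of genes and on the likeness of the chemicals, was chosen only after the results were seen. This also holds for the tests of shared DMSO samples and of barcode cross-talk, and for the count of genes that all 3 chemicals change. All other tests in this part, and the comparisons themselves, were set before the data were examined. No plate, date or batch is given in the sample labels, so differences in handling between groups were not testable for any result.

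The paper reports no BaP or NNK versus DMSO comparison and no CSC comparison over all genotypes. In a limma-voom model with genotype over the 8 lines, CSC changed 8061 of 14497 genes at a Q-value threshold of 0.05 (3943 higher and 4118 lower), BaP changed 7402 of 14392 (3794 higher and 3608 lower) and NNK changed 7438 of 14387 (3729 higher and 3709 lower). Most changes were small, and only 104, 43 and 25 genes changed more than 2-fold past the threshold. Of 100 drawn splits of the samples within each comparison, the real split included, 1 gave as many genes for each chemical, and the largest other splits gave 4223, 2449 and 2568. Differences in depth were tested by thinning every sample to one total, and the genes were 0.993, 1.07 and 1.04 times those of an equal loss of reads without equal totals. Without the 50 genes with the most reads, the counts were 8002, 7369 and 7412. With the replicate number as a block they were 8025, 7424 and 7409. These tests give no sign that depth, a few abundant genes or the replicate number produced the counts.

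GC content and gene length do account for part of these counts. The log2 fold changes had a Spearman's rho with GC content of 0.688 for CSC, 0.710 for BaP and 0.758 for NNK across genes, and the rho was positive in 8 of 8 genotypes for each chemical. Over genes with a known GC content, removal of each sample's trend with GC content and exon length took the counts from 7687 to 4735 for CSC, from 7140 to 3510 for BaP and from 7202 to 2374 for NNK. The genes that remain are not fully explained by this trend. A shift with GC content may arise in library preparation, or in RNA quality after toxic treatment, and these data give no way to separate such causes from a response of the cells.

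The chemicals changed largely the same genes. Their log2 fold changes had correlations across 10062 genes of 0.872 (CSC and BaP), 0.805 (CSC and NNK) and 0.864 (BaP and NNK) against the same DMSO samples, and the lowest correlation against different DMSO replicates was 0.748. The GC content and length correction lowered the correlations over 9708 genes from 0.878 to 0.730, from 0.820 to 0.618 and from 0.863 to 0.683, so this trend makes up part of the likeness. Neither the shared controls alone nor this trend alone removes it, while their joint removal was not tested. Without the correction, 5035 genes passed 0.05 in the same direction with all 3 chemicals. This overlap was not counted again after the correction, where it can hold no more than the 2374 genes left for NNK, and it cannot be told apart from a difference in plate or handling between DMSO-treated and other samples.

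The mean scores of the lists of target genes rose with BaP and NNK, for which the paper reports no pathway result. All values are differences of mean log2 CPM against DMSO with 2-sided permutation p-values within genotype, adjusted over 9 tests, and 1e-05 is the smallest p that the permutations can give. For AhR targets the differences were 2.81 for BaP and 1.40 for NNK (both p = 1e-05 from permutation, adjusted p = 1.5e-05, higher in 8 of 8 genotypes). For NRF2 targets they were 0.53 for BaP and 0.18 for NNK (both p = 1e-05 from permutation, adjusted p = 1.5e-05, higher in 8 of 8 genotypes). For p53 targets they were 0.12 for BaP (permutation p = 4e-05, adjusted p = 5.1e-05, higher in 8 of 8 genotypes) and 0.07 for NNK (permutation p = 0.0017, adjusted p = 0.0019, higher in 8 of 8 genotypes, where the lowest rounds to 0). Single p53 targets went both ways: 10 rose and 3 fell past the threshold with BaP, and 8 rose and 3 fell with NNK. The permutations compare treated with untreated samples, not the list with other genes, so these small shifts do not establish a p53 response. BaP is a ligand of AhR, and a candidate explanation of the rise in AhR targets with BaP is activation of that receptor. The rise with NNK could come from reads of other samples in the pool. The rise in CYP1A1 with NNK (10.2 CPM with DMSO, 63.3 with NNK, 383 with BaP, 387 with CSC) would need 13.9% of the BaP level, whereas NRG1 in NNK-treated samples of the other lines had a median of 0.309% of its level in the NRG1 line. The highest NNK-treated sample outside that line had 0.755%, and the highest with any treatment had 6.51%. The low CYP1A1 in DMSO-treated samples also speaks against cross-talk at a like rate in all samples, which is therefore unlikely to bring the rise with NNK. The list scores were not recomputed after the GC content correction, so what that trend adds to any of the 3 lists was not tested. Handling differences were not testable for any of the 3 lists.

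The effect of CSC differed between NRF2 and HcRed cells in 34 of 14277 genes by the limma-voom interaction term (7 higher and 27 lower, with 1422 genes at an unadjusted p under 0.05). Of 100 drawn splits of the 12 samples, the real split included, 7 gave at least as many genes, and the largest other split gave 965. The correction for GC content and length left 7 genes, without the 50 genes with the most reads there were 26, and the thinning to equal totals gave a ratio of 1.01. There were 64 with the replicate number as a block. These splits also move the effects of CSC and of NRF2 themselves into the interaction term, so they are no clean comparison for it and do not settle whether the genes arose by chance. The interaction may rest in part on a GC content trend, since 33 genes without the correction became 7 with it. No biological explanation is put forward.

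The control lines GFP and HcRed differed in 2518 of 14218 genes with DMSO (1246 higher and 1272 lower in GFP cells), and the knockouts FAT1 and CDKN2A differed from each other in 5536 of 14469 genes (2664 higher and 2872 lower in FAT1 cells). The paper reports neither comparison. The thinning ratios were 0.945 and 0.986, and the counts without the 50 genes with the most reads were 2481 and 5518. The GC content and length correction gave 2478 and 5463 genes, against 2518 and 5404 for the same genes without it. The log2 fold changes of FAT1 versus CDKN2A had almost no trend with GC content (Spearman's rho -0.0102), so the correction tests little there. For GFP versus HcRed rho was -0.215. These tests give no sign that depth or a few abundant genes account for the differences, or that GC content does so for GFP versus HcRed. With 3 samples against 3, only 4 splits part the same-numbered samples. In both comparisons the real split was the only 1 of the 4 with as many genes, and over all comparisons of 3 samples with 3 the other splits gave at most 2 genes. A share under 0.05 cannot be reached with 4 splits, so the splits alone cannot settle whether the division of the samples arose by chance. The design has 1 line per perturbation, so the perturbation, the origin of a line and its handling cannot be separated either, and no biological explanation was tested.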

How the results depend on the processing

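The correction for GC content and gene length was chosen only after the results were seen. The cause was not tested for any change in this part, except where a value under that correction shows it. Of the counts of genes, 25 of 25 stayed within 1.5 times under edgeR's quasi-likelihood test (the count for the 4 groups, not among these 25, moved from 2298 to 4811 under edgeR's F test), 26 of 26 with DESeq2's size factors, 22 of 22 over genes with a mean count of at least 10, 25 of 26 with the replicate number as a block, 14 of 16 with all 95 samples in one fit and 14 of 16 over all genes with at least 1 read. Under DESeq2's Wald test, 3 of 25 did, those of CSC, BaP and NNK over all genotypes.

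DESeq2's Wald test gave fewer genes in each other comparison. With DMSO it gave 1983 for FAT1, 3402 for CDKN2A, 307 for NRF2, 83 for FGFR1, 72 for NRG1 and 460 for PIK3CA. With CSC it gave 2138 for FAT1, 222 for NRF2 and 515 for PIK3CA, with NNK 858 for FAT1, 153 for NRF2, 85 for FGFR1, 66 for NRG1 and 338 for PIK3CA, and with BaP 1077 for FAT1. Over the 10000 most variable genes it gave 410 and 341 for NRF2 versus HcRed with DMSO and CSC, and 1432 and 534 for CSC versus DMSO in HcRed and NRF2 cells. It gave 3517 for FAT1 versus CDKN2A, 989 for GFP versus HcRed and 7 for the interaction. In simulated data with 3 samples against 3 and a 2-fold change, this test recovered 55.0% of changed genes where limma-voom recovered 74.5%. That simulation gave all genes a common dispersion, so it does not settle why the test gave fewer genes in the real data.

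The interaction gave 16 genes with all 95 samples in one fit, 64 with the replicate number as a block and 19 over all genes with at least 1 read. NRG1 with DMSO gave 184 genes with all 95 samples in one fit, and NNK over all genotypes gave 11531 over all genes with at least 1 read. In the test of 4 groups, limma's moderated F test gave 5022 genes and edgeR's F test gave 4811. Over genes with a known GC content, the correction for GC content and length gave 4735 genes for CSC (7687 before it), 3510 for BaP (7140) and 2374 for NNK (7202) over all genotypes, 767 and 548 for CSC in HcRed and NRF2 cells (2988 and 1292), and 7 for the interaction (33). A trend with GC content therefore accounts for part of the counts for CSC, BaP and NNK, while its part in the interaction is left open.

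Among the descriptive values, the ratio of the largest to the smallest library was 4.88 in the 75 samples of fully shared combinations. The median of genes quantified was 47.7% with at least 2 reads and 66.1% over genes with a read in any sample, over which the top 10% of genes held 62.6% of reads. Over genes with a mean count of at least 10, the error of the first PC was 0.486, its share of variance was 28.8%, and rho with mean expression was 0.329 for the log10 F-statistic and 0.0011 for W. Over all genes with at least 1 read these were 0.505 and 0.655, and rho for W was 0.0475 on residuals. The relation of normality with expression therefore depends on the genes included.

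Leaving out one sample or replicate at a time mostly lowered the counts, and every such fit stayed within 1.5 times for 9 of 26 counts. The ranges over these fits were 1494 to 1838 genes for the test of 4 groups and 15 to 71 for the interaction. For CSC versus DMSO they were 1946 to 2778 in HcRed and 769 to 926 in NRF2 cells. For NRF2 versus HcRed over the 10000 most variable genes they were 644 to 985 with DMSO and 435 to 663 with CSC, and with the mean count filter 567 to 1029 with DMSO, 384 to 668 with CSC and 347 to 456 with NNK. For FAT1 they were 1362 to 2184 with NNK and 1709 to 2651 with BaP, for FGFR1 119 to 274 with DMSO and 162 to 286 with NNK, for NRG1 166 to 274 with DMSO and 98 to 237 with NNK, and for PIK3CA 942 to 1338 with CSC and 470 to 844 with NNK. The error of the first PC ranged from 0.623 to 0.642, its share of variance from 20.7% to 22.8%, and rho from 0.394 to 0.431 for the log10 F-statistic and from 0.112 to 0.132 for W.

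Of 90 comparisons of named genes, 89 kept their direction and side of the threshold under edgeR, 87 under DESeq2 and 90 with the block, and the others became weaker. Of 452 fits without one sample, 436 kept both, 7 became weaker, 1 became stronger and 8 reversed. The reversed ones are of genes with little difference. KEAP1 in NRF2 versus HcRed ranged from -0.19 to 0.11 log2 fold change with CSC over the most variable genes, and with the mean count filter from -0.06 to 0.03 with DMSO and from -0.18 to 0.13 with CSC. MDM2 with CSC ranged from -0.10 to 0.01. A gene can leave the 10000 most variable ones when a sample is left out, and such fits gave no value.

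Over all 20 NRF2 targets, with a mean count above 1, the differences in mean log2 CPM were 0.21 for NRF2 versus HcRed with DMSO and 0 with CSC, and 0.79 and 0.57 for CSC versus DMSO in HcRed and NRF2 cells. With the median over the list they were 0.04 for NRF2 versus HcRed with CSC and 0.76 for CSC versus DMSO in HcRed cells. For NRF2 versus HcRed with NNK, the difference of 0.02 reversed to -0.05 with the median over the list (exact permutation test, p = 0.7) and was 0.11 over all 20 targets (exact permutation test, p = 0.2). With DMSO, the median gave 0.18 (exact permutation test, p = 0.3). The p53 list with CSC had a difference of 0.08 with the median over the list and was no longer past the threshold (permutation test, p = 0.055, higher in 6 of 8 genotypes). The depth limits what genes with low counts can show, since 3 counts stand for 1.42 to 10.4 CPM.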

Differences from the paper's values

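Of the 14 values that the paper states or shows and that were also computed here, none of the values computed with the paper's methods differed by more than 1.5 times. The following values were furthest apart. The paper's median of genes quantified is 60.9% over the genes shared between platforms, against 53.8% over all genes that the SFL samples list. The paper's discovery rate in the comparison of 4 groups is 0.214 with 2083 genes, against 0.161 with 2298 genes. The paper's largest counted library in Table 1 is 1.6 M reads, against 2.12 M reads over the 95 samples and 1.65 M reads over the 75 samples of fully shared combinations. The paper's fold change between the largest and smallest SFL library matches total reads, so it is no counterpart of the ratio of counted reads.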

Other observations

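The tests of GC content for the comparisons of NRF2, HcRed, CSC and DMSO and of NRG1 reads in FGFR1 cells were chosen only after the results were seen.

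The FAT1 and CDKN2A signatures with DMSO had a correlation of 0.371 across genes, and of -0.0171 with HcRed in place of the shared GFP samples for CDKN2A. Since GFP and HcRed cells also differ, the likeness of the knockouts cannot be told apart from an effect of the shared control samples.

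NRF2 overexpression and CSC had a correlation of 0.329 across 10062 genes when both were compared with the same DMSO-treated HcRed samples, and of -0.0147 with NRF2 versus HcRed taken from NNK-treated samples. The apparent likeness is consistent with the shared control samples alone. The hypothesis that CSC raises NRF2 targets less in cells that already overexpress NRF2 was tested on the paired difference between CSC and DMSO, which was 0.63 log2 CPM (SD 0.04, 3 pairs) in NRF2 cells and 0.57 (SD 0.12, 20 pairs) in the other genotypes, a difference of 0.05 (2-sided exact permutation test over 1771 splits, p = 0.46). The other genotypes include the knockouts of CDKN2A and FAT1, with the smallest rises (0.43 and 0.42), and pairs of the same genotype are not independent. Against HcRed alone, the rise in NRF2 cells was smaller, at 0.63 against 0.68, at 0.57 against 0.79 over all 20 targets and at 0.62 against 0.76 with the median over the list. That difference was not tested, so the hypothesis remains open.

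Over all genotypes, CSC raised the mean score of AhR targets by 2.77 log2 CPM (permutation test within genotype, p = 1e-05, the smallest that the permutations can give, adjusted p = 1.5e-05, higher in 8 of 8 genotypes) and that of p53 targets by 0.08 (permutation p = 0.0048, adjusted p = 0.0048, higher in 6 of 8 genotypes). Of the single p53 targets, 10 rose and 6 fell past the threshold with CSC. Handling and the GC content trend were not tested for these scores.

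The correction for GC content and length lowered CSC versus DMSO from 2988 to 767 genes in HcRed cells and from 1292 to 548 in NRF2 cells, and NRF2 versus HcRed from 1079 to 855 genes with DMSO and from 808 to 771 with CSC. The CSC counts may in large part reflect this trend, while the NRF2 counts moved less. For CSC, the genes that remain are not fully explained by it.

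Of the 47 samples of the overexpression lines, 0 had an introduced gene that was not above all samples of the other lines under the same treatment, which gives no sign of mislabelled samples. NRG1 had 380 and 355 reads in 2 DMSO-treated FGFR1 samples and 287 in 1 DMSO-treated CDKN2A sample, or 6.51%, 6.20% and 4.53% of its level in the NRG1 line. In the CSC-treated NRF2 samples it had 122, 84 and 58 reads, or 2.64%, 2.14% and 1.37%. BaP-treated FGFR1 replicate 2 had 114 reads, or 1.65%. Of the 83 samples outside the NRG1 line, 6 were more than 2 log2 units above the median of those samples, namely all samples named here except the CSC-treated NRF2 sample with 58 reads. NRG1 is also among the 34 genes of the interaction of CSC and NRF2, with a log2 fold change of 2.00 (standard error 0.39, adjusted p = 0.00289 from limma-voom), and this gene's place there rests on the reads in the CSC-treated NRF2 samples. If cells or RNA of the NRG1 line were in those wells, the other NRG1 signature genes could shift as well. Over 274 such genes, Spearman's rho of the difference between FGFR1 samples with and without NRG1 reads and the NRG1 signature was 0.255. Only 1 FGFR1 sample is without such reads, so this value rests on a single sample and decides nothing about mixed wells.

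Each comparison of 3 samples with 3 has 4 splits that part the same-numbered samples, and the others are not comparable because they keep such samples together. In all of these comparisons the real split was the only 1 of the 4 with as many genes, which cannot give a share under 0.05. The largest count from another split was 2 genes, for NRG1 with NNK. For the test of 4 groups, 1 of 100 drawn splits, the real one, gave as many genes, and the largest other gave 819.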
